# Identification and Characterization of Wilt and Salt Stress-Responsive MicroRNAs in Chickpea through High-Throughput Sequencing

**DOI:** 10.1371/journal.pone.0108851

**Published:** 2014-10-08

**Authors:** Deshika Kohli, Gopal Joshi, Amit Atmaram Deokar, Ankur R. Bhardwaj, Manu Agarwal, Surekha Katiyar-Agarwal, Ramamurthy Srinivasan, Pradeep Kumar Jain

## Abstract

Chickpea (*Cicer arietinum*) is the second most widely grown legume worldwide and is the most important pulse crop in the Indian subcontinent. Chickpea productivity is adversely affected by a large number of biotic and abiotic stresses. MicroRNAs (miRNAs) have been implicated in the regulation of plant responses to several biotic and abiotic stresses. This study is the first attempt to identify chickpea miRNAs that are associated with biotic and abiotic stresses. The wilt infection that is caused by the fungus *Fusarium oxysporum* f.sp. *ciceris* is one of the major diseases severely affecting chickpea yields. Of late, increasing soil salinization has become a major problem in realizing these potential yields. Three chickpea libraries using fungal-infected, salt-treated and untreated seedlings were constructed and sequenced using next-generation sequencing technology. A total of 12,135,571 unique reads were obtained. In addition to 122 conserved miRNAs belonging to 25 different families, 59 novel miRNAs along with their star sequences were identified. Four legume-specific miRNAs, including miR5213, miR5232, miR2111 and miR2118, were found in all of the libraries. Poly(A)-based qRT-PCR (Quantitative real-time PCR) was used to validate eleven conserved and five novel miRNAs. miR530 was highly up regulated in response to fungal infection, which targets genes encoding zinc knuckle- and microtubule-associated proteins. Many miRNAs responded in a similar fashion under both biotic and abiotic stresses, indicating the existence of cross talk between the pathways that are involved in regulating these stresses. The potential target genes for the conserved and novel miRNAs were predicted based on sequence homologies. miR166 targets a HD-ZIPIII transcription factor and was validated by 5′ RLM-RACE. This study has identified several conserved and novel miRNAs in the chickpea that are associated with gene regulation following exposure to wilt and salt stress.

## Introduction

MicroRNAs (miRNAs) are small, endogenous, non-coding RNAs that are present in animals, plants and some viruses. These RNAs participate in the regulation of target genes by binding to complementary mRNAs, resulting in either their cleavage or translational repression. miRNAs are involved in diverse processes in different organisms, including developmental timing in worms, cell death and fat metabolism in flies, hematopoiesis in mammals and leaf development, floral patterning and environmental stress responses in plants [1].

*MIRNA* genes are transcribed as independent transcriptional units by RNA polymerase II enzymes to generate primary miRNAs (pri-miRNAs). pri-miRNAs form imperfect folded structures that are processed by Dicer-like1 nuclease (a member of the RNase III endonuclease family) to precursor miRNAs (pre-miRNAs). The secondary structures of these precursors are well conserved in plants. The pre-miRNA contains a miRNA-star miRNA (miRNA*) intermediate duplex from which the miRNA* eventually is degraded. However, recent studies have revealed the higher accumulation of miRNA* under certain conditions in plants, indicating the probable role of miRNAs in modulating plant growth and development [2]. Mature miRNAs are 19 to 24 nucleotides (nt) in length and interact with an RNA-induced silencing complex (RISC) to cleave specific target mRNAs or inhibit their translation. This complementarity plays an important role in determining the fate of the mRNA. When the complementarity between the miRNA and mRNA is perfect or near perfect, the mRNA is cleaved; however, if there are many mismatches between them, translational repression occurs. There are also instances in which miRNAs and mRNAs with perfect complementarities lead to the repression of translation and not to the usual cleavage.

The first identified miRNAs were lin4 and let7 in *Caenorhabditis elegans*, which is a model nematode [3], [4]. The first plant miRNAs were identified in Arabidopsis [5] and later in other plants. Currently, 7,321 mature miRNAs have been reported in 72 plant species (miRBase version 20) [6]. Among dicots, the maximum number of miRNAs occurs in the legume family (1,460), followed by Brassicaceae (863). Although the legume family has the best representation in terms of the number of miRNAs, chickpea is a notable omission from the list.

Chickpea (*Cicer arietinum*) is the world's second most widely grown legume and is cultivated in more than 40 countries. The Indian subcontinent is the principal chickpea-producing and consuming region, contributing almost 70% of the world's total production [7]. Chickpea seeds are a rich source of protein and starch for the human population and the records of chickpea cultivation date back to 6,000 BC. Globally, chickpea is grown on 11.5 million hectares (ha) to produce 10.4 million tons with an average yield of approximately 0.9 t/ha, which is far below its yield potential of 6 t/ha under optimal growth conditions [7]. The disparity between the actual and potential yields can be explained by large numbers of biotic and abiotic stresses that adversely affect its productivity. Among the biotic stresses, wilt infection that is caused by the fungus *Fusarium oxysporum* f.sp. *ciceris* is a major concern. Abiotic stress conditions, such as terminal drought and salt stress, also lead to major losses. ICC4958 is a drought tolerant chickpea cultivar and gets affected at terminal drought, which occurs at the pod filling and seed-developing stage of the crop [8], [9]. However, recent studies on salinity tolerance and ion accumulation in chickpea have revealed it as a highly sensitive crop to salinity when compared to other species in cropping systems [10], [11]. Thus, salinity is another major constraint in chickpea yield. A better understanding of genes and their interactions with the environment can play a very important and determinant role in tackling these stress conditions. The recently available transcriptome and genome sequences that have been reported by independent groups are important resources that will facilitate the attainment of these goals in the chickpea [12], [13], [14]. Hu et al. (2013) identified 28 potential miRNA candidates belonging to 20 families from 16 ESTs and 12 GSSs in the chickpea using a comparative genome-based computational analysis [15]. A total of 664 miRNA targets were predicted, including genes encoding transcription factors (TFs) in addition to those that function in the stress response, signal transduction, methylation and a variety of other metabolic processes. These findings lay the foundation for the elucidation of miRNA function in the development and stress responses of the chickpea.

miRNAs have been discovered primarily using direct cloning and bioinformatic approaches. All of the miRNAs in plants have been identified via the cloning of small RNAs or a computational approach, in which the homologs of known miRNAs are searched. We have generated small RNA libraries corresponding with the control conditions, Fusarium wilt infection and salt stress, which were sequenced using the Illumina sequencing platform to identify miRNAs in the chickpea. This study is the first report in which small RNA libraries have been constructed and sequenced to identify miRNAs in the chickpea.

## Results

### Sequence analyses

Three separate small RNA libraries that were constructed from the total RNA of the control, Fusarium wilt-infected and salt-stressed plants were subjected to Illumina Solexa sequencing. This sequencing generated 29,170,463 raw reads, which after processing by UEA sRNA workbench 2.4- Plant version sequence file pre-processing tool (http://srna-tools.cmp.uea.ac.uk/), produced approximately 12,135,571 total unique reads (Table 1). 

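Seedlings of the cultivar ICC4958, 14 days old, were left untreated, exposed for 1 day to a toxin of the wilt fungus, or kept with their roots in 150 mM NaCl for 12 h, and 1 small RNA library was made from each of these groups. In the paper's methods RNA of roots and shoots was pooled for each library, whereas the sample labels describe whole seedlings. The fraction taken from the gel is 20 to 30 nt in the methods and 18 to 40 nt in the labels, and the labels name an Illumina small RNA kit where the methods describe a preadenylated adaptor. The authors trimmed the adaptor, kept reads of 16 to 30 nt, removed reads that matched plant t/rRNA and collapsed identical reads. For each library they deposited every unique tag with the number of times it was read, without normalization and without mapping to a genome. These counts sum to 13940841 reads on 4946095 unique tags in the control library, 5546371 reads on 2016408 unique tags in the wilt-infected library and 5034576 reads on 2584961 unique tags in the salt-stressed library, and each total equals the small RNA population of Table 1. A single read is worth 0.0717 RPM (the unit that the paper gives as TPM) in the control library, 0.180 in the wilt-infected library and 0.199 in the salt-stressed library. For a sequence without reads the smallest share the depth can show was taken as 3 reads, which is 0.215, 0.541 and 0.596 RPM in the same order. Each mature and miRNA* sequence of Tables S1 and S3 was counted by an exact match over its whole length. A sequence listed at several loci entered a single time, so that the 119 loci of Table S1 gave 79 distinct conserved sequences and the 58 loci of Table S3 used here gave 51 distinct car-miRNA sequences. Reads were divided by all deposited reads of the library, and log2 ratios to the control library are given with their 95% exact conditional binomial (Clopper-Pearson) intervals. With 1 library per condition there is no replicate check, and every comparison below describes these libraries, not the conditions. The reads carry no molecular identifiers, so intervals and floors cover counting error only.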

After removing the adaptor sequences, filtering the low-quality tags and eliminating the t/rRNA sequences, the putative small RNA population accounted for approximately 88.5%, 79.1% and 78.4% in the control, wilt-infected and salt-stressed libraries, respectively (Figure S1). 

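The deposited reads were 88.5% of the total sequences of Table 1 in the control library, 79.2% in the wilt-infected library and 78.4% in the salt-stressed library. By the paper's totals, reads that matched t/rRNA were 4.91% of the size-filtered sequences in the control library, 10.4% in the wilt-infected library and 9.64% in the salt-stressed library. Tags with 1 read made up 76.7% of the unique tags of the control library, 87.2% of the wilt-infected library and 85.1% of the salt-stressed library. Of the 8391683 unique tags, 208113 were read in all 3 libraries. These shared tags carried 40.9% of the control reads, 60.0% of the wilt-infected reads and 42.4% of the salt-stressed reads. The 95% Wilson intervals of the shares of reads were at most 0.0863 percentage points wide.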

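Counted over all deposited reads, tags of 24 nt made up 64.6% of the control library, 51.6% of the salt-stressed library and 22.1% of the wilt-infected library. The class of 21 nt came next in the control and salt-stressed libraries, with 11.8% and 14.6% of the reads. No 95% Wilson interval of a length class was wider than 0.0873 percentage points, so the differences between the 3 libraries are far larger than the counting error. In the stress libraries the shares of 24 nt moved most when tags with fewer than 2 reads were left out, which gave 46.6% in the salt-stressed and 12.5% in the wilt-infected library, and in the control library when only tags of 18 to 26 nt were kept, which gave 66.6%.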

The majority of small RNAs (approximately 50%) from the control and salt-stressed libraries were 24 nt in length (Figure 1), which is similar to other plant species, such as *Arabidopsis thaliana*, *Solanum lycopersicum* and *Medicago truncatula* [16], [17], [18]. 

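Tags of 20 nt took 24.9% of the reads of the wilt-infected library, compared with 3.46% in the control library and 4.21% in the salt-stressed library. A large part of this class was miR156_3 (TGACAGAAGAGAGTGAGCAC), which was read 950483 times in the wilt-infected library. Without this sequence the share of 20 nt was 9.39% in the wilt-infected, 1.79% in the control and 3.13% in the salt-stressed library. Over unique tags, 24 nt was the largest class in each library, with 65.0% of the control tags, 42.9% of the wilt-infected tags and 59.4% of the salt-stressed tags. Unique tags of 20 nt were 2.12%, 4.37% and 2.67% of the same libraries. The Wilson intervals of the shares of unique tags were at most 0.137 percentage points wide.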

Notably, in the wilt-infected library, small RNAs that were 20 nt in length accounted for 20% of the population, but when unique reads were analyzed, the small RNA distribution revealed that 24 nt was the major size class. Similar patterns have been reported in cucumber and soybean [19], [20]. In soybean, the unique and redundant sequence classes possessed 24 nt and 23 nt long small RNAs, respectively, as the most abundant sequences. For the differential expression analysis, the total numbers of miRNA reads in each given sample were normalized as transcripts per million, and the fold changes between the treated and control samples were calculated. 

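The values that the paper lists as TPM are the reads of a sequence divided by all deposited reads of its library. The quotient equals the listed value in all 3 libraries for each of the 79 distinct conserved sequences and each of the 51 distinct car-miRNA sequences. Sequence miR166_1 (TCGGACCAGGCTTCATTCCCC), for example, was read 50706, 129693 and 58280 times in the control, wilt-infected and salt-stressed libraries, which is 3637, 23383 and 11576 RPM. Another choice of library total moves all log2 ratios of a comparison by the same amount. With the reads of 24 nt as the library total, every ratio to the control library rises by 1.55 for the wilt-infected and by 0.32 for the salt-stressed library. With edgeR's TMM factors over 223869 tags the shifts are 1.42 and 0.54. With the median of ratios over the 45 conserved sequences that have at least 10 reads in every library, the shifts are -1.08 and -0.58. That total is set by conserved sequences themselves, so it is no independent check on whether they rose or fell as a list.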

Out of 122 conserved miRNAs, 44 were upregulated in response to wilt stress, but in the case of salt stress, the number of down regulated miRNAs was greater than that which was observed in response to wilt stress. However, the differential expression of novel miRNAs under both of these stresses showed relatively similar patterns, with approximately 60% of the miRNAs being down regulated under either wilt and/or salt stress (Figure 2a, b).

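At least 1 read in both the control and the wilt-infected library was found for 71 of the distinct conserved sequences. Of these, 51 had more RPM in the wilt-infected library and 20 had fewer, and the interval of the log2 ratio excluded 0 for 42 of the higher and 14 of the lower ones. In the comparison of the salt-stressed with the control library, 76 sequences were read in both, 41 were higher and 35 were lower, with intervals that excluded 0 for 30 and 17 of them. These counts leave out sequences read in the control library alone, which were 6 in the comparison with the wilt-infected and 1 in that with the salt-stressed library. With a pseudocount of 1 read, which keeps them, 26 sequences were lower under wilt and 31 under salt stress. With them included and no pseudocount, the intervals lay below 0 for 18 sequences under wilt and 17 under salt stress. Among the alternatives that keep the 71 sequences, the median of ratios moved the counts in the wilt-infected library most, to 36 higher and 35 lower. It is set by conserved sequences themselves, so a more even split is built into it. TMM factors gave 64 and 7. Counting each locus gave 78 higher and 31 lower of 109. The median log2 ratio was 1.39 in the wilt-infected library (95% interval of a Poisson bootstrap 0.93 to 1.49) and 0.18 in the salt-stressed library (0.02 to 0.43). Among 10000 random lists of 20 to 22 nt tags matched on mean abundance, these medians lay at percentile 96.9 and percentile 57.9. Only the exact conserved sequences were kept out of these lists, so their variants and car-miRNAs could be drawn. The largest rises in the wilt-infected library were those of miR156_1 (log2 ratio 5.08, 25508 against 1897 reads), miR164_1 (4.88, 47 against 4 reads), miR530_1, miR172_3 (4.11, 3136 against 457 reads) and miR396_5 (4.07, 60 against 9 reads), which differs by 1 base from miR396_1 and had no more control reads than an unlisted variant of it. Sequences miR169_6, miR169_9, miR399_2 and miR399_3 had 116, 40, 36 and 25 reads in the control library and none in the wilt-infected library, which places their log2 ratios below -3.62, -2.04, -1.88 and -1.32. In the salt-stressed library miR319_1 rose most (3.78, 714 against 144 reads), followed by miR172_8 (3.45, 63 against 16 reads). From its own fold changes, the paper states that more conserved miRNAs were downregulated under salt stress than under wilt stress.

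**Figure D1:**
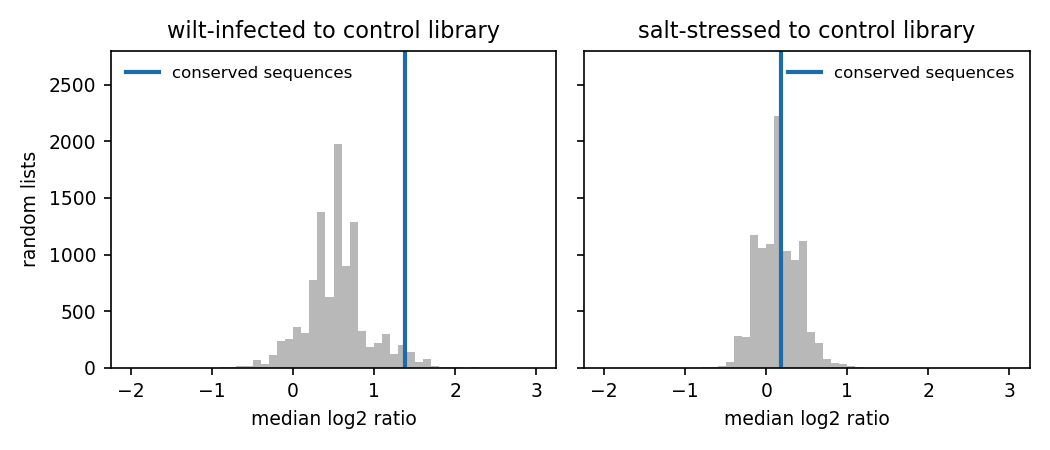
Median log2 ratio of the conserved sequences (vertical line) and the number of random lists of 20 to 22 nt tags with each median (grey bars, 10000 lists per panel), for the wilt-infected and the salt-stressed library against the control library. The line lies at 1.39 near the upper end of the lists in the wilt panel and at 0.18 within them in the salt panel.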

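Among the 51 distinct car-miRNA sequences, 37 were read in both the control and the wilt-infected library, of which 23 (62.2%) were lower and 14 higher under wilt stress. In the comparison with the salt-stressed library 39 were read in both, of which 25 (64.1%) were lower and 14 higher. A lower value in at least 1 of the comparisons was found for 31 sequences, or 60.8% of all 51. The interval included 0 for many of them and excluded it for 13 of the lower and 8 of the higher sequences under wilt stress and for 8 and 7 under salt stress. The majority turned with TMM factors, under which 25 of 37 were higher in the wilt-infected library and 24 of 39 in the salt-stressed library. The largest falls under wilt stress were those of car-miRNA025 (log2 ratio -5.06, 3 against 252 reads), car-miRNA024 (-4.50, 2 against 114 reads) and car-miRNA036 (-3.32, 13 against 327 reads), and car-miRNA052, with 53 reads in the control library, was not read in the wilt-infected library. The largest rises under wilt stress were those of car-miRNA040 (3.20, 11 against 3 reads) and car-miRNA023 (2.61, 17 against 7 reads). Under salt stress car-miRNA041 fell from 11666 to 557 reads (-2.92). The largest rises under salt stress were those of car-miRNA040 (3.05, 9 against 3 reads) and car-miRNA026 (2.53, 77 against 37 reads). The sequence listed as car-miRNA044 (TGAAGCTGCCAGCATGATCTTA) is identical to miR167_8, so both names carry the same reads.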

**Figure 1:**
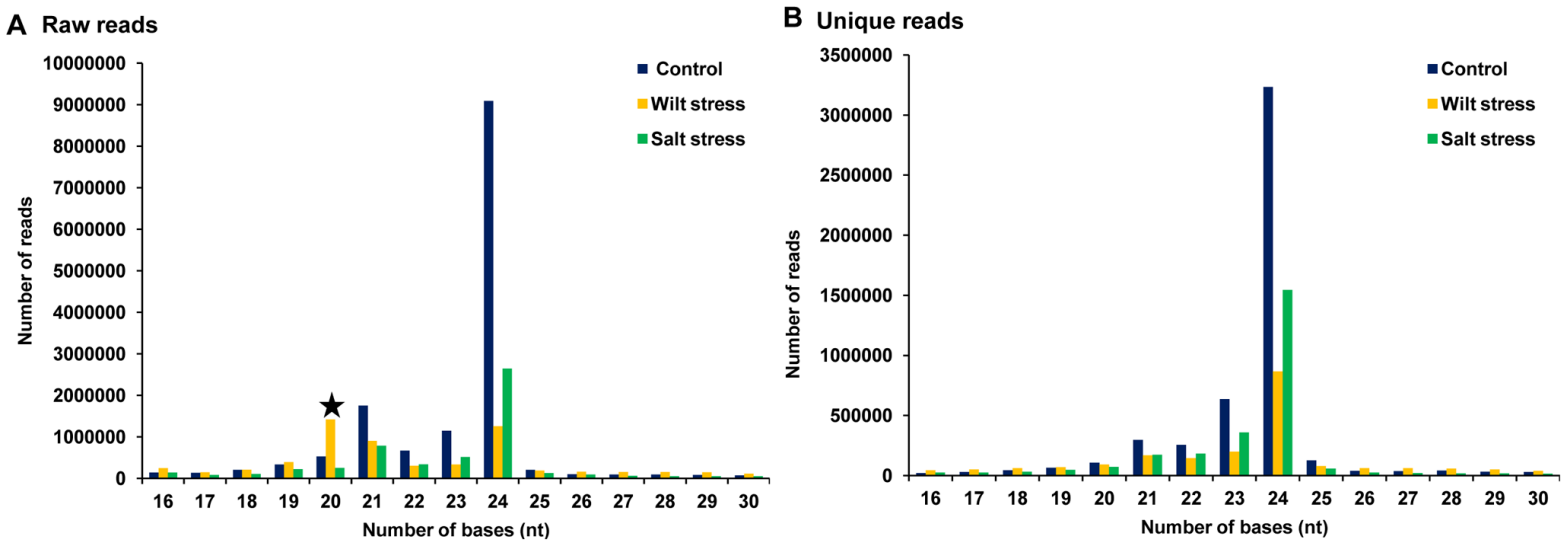
Length distribution of small RNA population. Size distributions of the miRNAs in the three chickpea libraries. In the wilt stress library, 20 nt miRNAs are more frequent than 24 nt miRNAs. However, in the other two libraries 24 nt miRNAs are more frequent.

**Figure 2:**
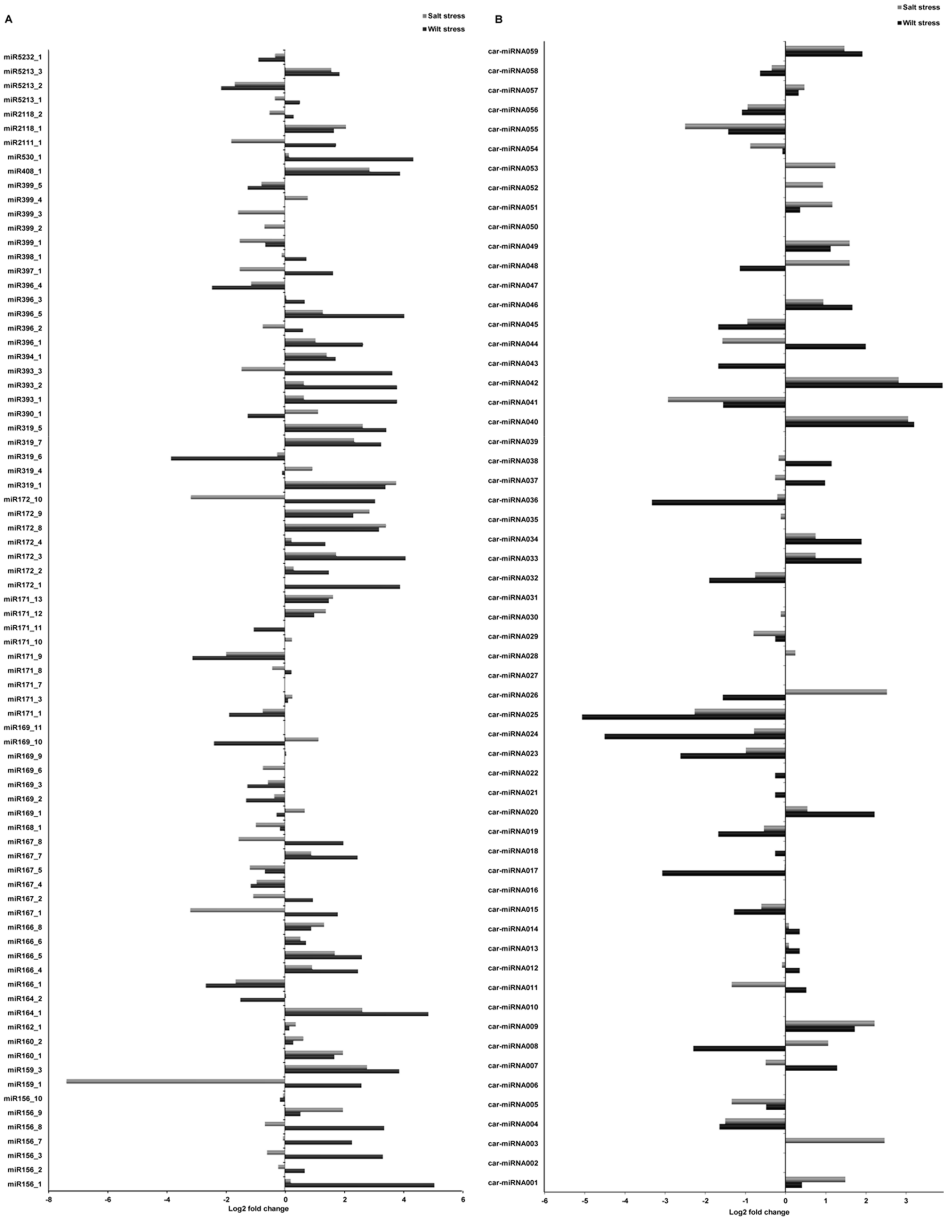
Differential expression patterns of chickpea miRNAs under wilt and salt stresses. (A) Conserved miRNAs, (B) novel miRNAs.

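For 70 of the conserved sequences reads were present in all 3 libraries. Of these, 34 were higher than in the control library under both stresses, 16 were lower under both, 16 were higher under wilt and lower under salt stress, and 4 were lower under wilt and higher under salt stress. For the car-miRNAs 33 sequences could be placed in this way, with 8 higher under both, 17 lower under both, 5 higher under wilt only and 3 higher under salt only. Both ratios share 1 control library, so the directions are not independent, and no expected number was computed. Another library total moves all wilt and salt ratios, by 1.42 and 0.54 with TMM factors, and changes these counts. With the median of ratios the shifts are -1.08 and -0.58. Intervals are wide for sequences with few reads. The 95% interval of miR530_1 under salt stress, based on 2 and 5 reads, ran from -3.25 to 2.76 on the log2 scale, while that of miR166_1, based on 58280 and 50706 reads, ran from 1.65 to 1.69.

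**Figure D2:**
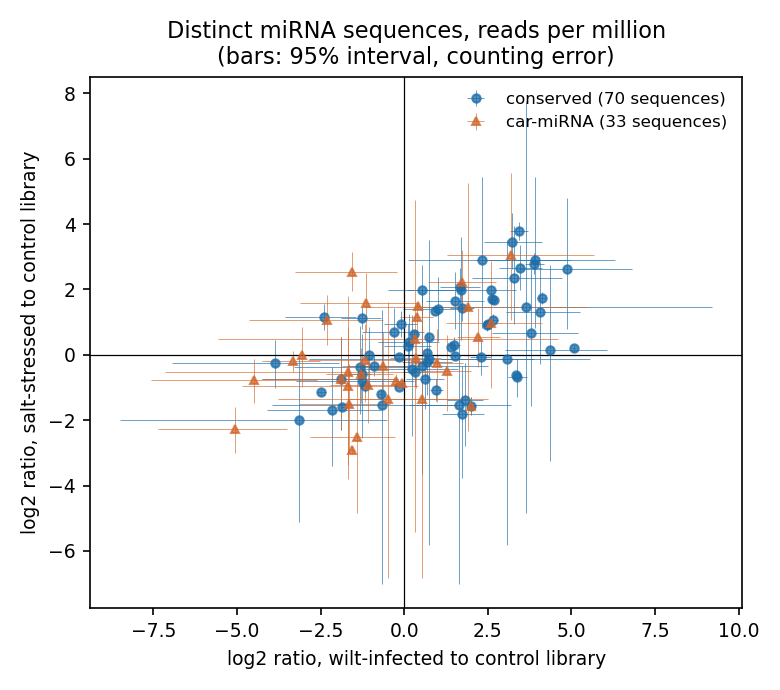
Log2 ratio to the control library in the wilt-infected library (horizontal axis) and in the salt-stressed library (vertical axis) for the 70 conserved (circles) and 33 car-miRNA sequences (triangles) read in all 3 libraries, with bars for the 95% interval of counting error. Above 0 on both axes lie 34 conserved and 8 car-miRNA sequences, and below 0 on both axes 16 and 17. Both ratios use the same control library and all deposited reads as the library total.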

**Table 1:** Distribution of the sequenced reads in the control, wilt- and salt-stressed chickpea libraries.

Library	Control		Wilt Stress		Salt Stress	
	Total	Unique	Total	Unique	Total	Unique
Total number of sequences	15,744,289	6,103,870	7,007,282	2,677,947	6,418,892	3,353,754
Sequences remaining after 3′ adaptor removal (TCGTAT)	14,782,514	5,033,168	6,412,190	2,130,060	5,761,024	2,683,044
Sequences remaining after size-range filtering (16 to 30 nt)	14,689,499	5,005,568	6,192,469	2,054,560	5,584,159	2,627,840
SSR/TR	1414	757	222	216	359	307
t/rRNA	720,912	35,136	645,529	37,632	538,049	32,987
**Putative small RNA population**	**13,940,841**	**4,946,095**	**5,546,371**	**2,016,408**	**5,034,576**	**2,584,961**

### Identification of conserved miRNAs in chickpea

The unique reads that were obtained from the miRCat analysis tool (UEA small RNA workbench) were mapped to the miRNAs that were available in miRBase version 18 (http://www.mirbase.org/) [21], [22], [23]. The small RNA sequences that matched the known miRNAs from the miRBase database were identified as conserved miRNAs in the chickpea. The sequence analyses revealed the presence of 122 miRNAs belonging to 25 conserved families. 

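Each of the 79 distinct sequences of the 25 families had reads in at least 1 library. By length, 13 sequences had 20 nt, 58 had 21 nt and 8 had 22 nt. Table S1 places 87 of its 119 loci on version 1.0 of the chickpea genome, 12 on Medicago, 10 on soybean, 1 on a chickpea transcript and 9 on other sequences. Summed over the members of a family, the reads of 15 families were higher and those of 6 were lower in the wilt-infected than in the control library, with intervals that excluded 0. In the salt-stressed library 10 families were higher and 8 lower. With the median of ratios the numbers became 11 higher and 12 lower under wilt stress, and 6 higher and 11 lower under salt stress. That total is set by conserved sequences themselves and is no independent check. With TMM factors the numbers were 20 and 2 under wilt stress and 15 and 3 under salt stress.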

The most abundant family was miR156 with 14 members. 

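The 14 loci of miR156 in Table S1 carry 7 distinct sequences. Together these reached 23066 RPM in the control library, 181420 RPM in the wilt-infected library and 16966 RPM in the salt-stressed library. The log2 ratio of the family was 2.98 (95% interval 2.97 to 2.98) under wilt stress and -0.44 (-0.45 to -0.43) under salt stress, and the latter turned to 0.10 with TMM factors. Sequence miR156_3, which is listed at 4 of these loci, rose from 16955 to 171370 RPM under wilt stress, a log2 ratio of 3.34, and fell to 11125 under salt stress, a log2 ratio of -0.61. Sequence miR156_10 (TTGACAGAAGATAGAGAGCAC) was read 82958 times in the control library and had log2 ratios of -0.17 and -0.07, both of which turned positive with TMM factors or with reads of 24 nt as the total. The remaining members were rarer in the control library.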

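Table S1 lists 13 loci with 9 distinct sequences for miR171, and these had 217 reads in the control, 88 in the wilt-infected and 101 in the salt-stressed library, so that the log2 ratio under wilt stress (0.03) was not distinguishable from 0 and was -1.05 with the median of ratios. The 11 loci of miR169 carry 7 sequences with 1041, 142 and 338 reads, and their log2 ratio under wilt stress was -1.54, which was 0.0015 with reads of 24 nt as the library total. The 10 loci of miR172 carry 7 sequences, which rose from 2837 to 7920 RPM under wilt stress. The 8 loci of miR166 carry 5 sequences with 6106, 31122 and 16800 RPM in the control, wilt-infected and salt-stressed libraries, log2 ratios of 2.35 and 1.46. The 8 loci of miR167 had log2 ratios of 0.77 under wilt and -0.80 under salt stress, the former being -0.31 with the median of ratios. The 8 loci of miR319 carry 5 sequences, which rose from 27.6 to 147 RPM under wilt and 179 under salt stress. The 6 loci of miR399 had 101, 6 and 22 reads, and the 5 sequences of miR396 had log2 ratios of -0.02 and -0.46, which were 1.40 and 0.08 with TMM factors. The family ratio does not hold for each member, since miR319_6 fell under wilt stress (-3.86, 2 against 73 reads).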

Among the others, miR171 (12 members), miR169 and miR172 (9 members each), miR166 and miR167 (8 members each), miR319 and miR399 (6 members each) and miR396 (5 members) were present. The remaining miRNA families had less than five members, with some families, such as miR530, miR162, miR5232 and miR408, being represented by only one member (Table 2; Table S1). 

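The families with a single locus had few reads, apart from miR168 and miR5232. Sequence miR530_1 (TGCATTTGCACCTGCACTTTA) was read 5 times in the control library, 41 times in the wilt-infected library and 2 times in the salt-stressed library, and its log2 ratio under wilt stress was 4.37 with an interval of 3.03 to 6.06. Sequence miR408_1 had 3, 18 and 8 reads in the same libraries, with log2 ratios of 3.91 (2.14 to 6.32) and 2.88 (0.83 to 5.43). For miR162 the 36, 16 and 17 reads gave log2 ratios of 0.16 and 0.39 whose intervals include 0 and which turned negative with the median of ratios (-0.92 and -0.19), and for miR397 the 8, 10 and 1 reads gave 1.65 and -1.53, of which only the former was past its counting error. Sequence miR168_1 was read 26076 times in the control library and had log2 ratios of -0.17 under wilt stress, positive with TMM factors (1.25), and -0.98 under salt stress.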

In a recent report of the chickpea genome, the sequences of 20 unique miRNA families were reported, of which MIR169_2 and MIR159 were the most abundant [14]. 

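Table S1 lists a miRNA* sequence for 38 of its loci, and these hold 33 distinct sequences from 16 of the 25 families. Each of the 33 was read in at least 1 library, 32 of them with at least 10 reads in all and with a median of 74 reads. All 33 were read in the control library, 30 in the wilt-infected library and 33 in the salt-stressed library. The families with most miRNA* reads over the 3 libraries were miR166 with 2617, miR319 with 1491 and miR5213 with 1317. For 6 of the listed pairs the miRNA* had more reads than the mature sequence, the largest being the miRNA* of miR319_6 (TTGGACTGAAGGGAGCTCCCT) with 1476 reads against 97, which is the sequence of miR319_1.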

In our study, out of 25 conserved miRNAs families, 16 possessed miRNA* sequences, thus providing additional evidence in support of the authenticity of the miRNAs. However, no miRNA* sequences were obtained for miR2111, miR162, miR164, miR390, miR394, miR397, miR530, miR408 or miR5213. 

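In Table S1 the families without a listed miRNA* are miR162, miR164, miR390, miR394, miR397, miR398, miR408, miR530 and miR2111. Their mature sequences ranged from 3 reads in the control library for miR398 to 6137 reads for miR164. For miR5213_3 the table lists GGATGTGTAGATACCCGCATC as miRNA*, which was read 775 times in the control library, 446 times in the wilt-infected library and 96 times in the salt-stressed library.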

Detailed information regarding the precursor structures of the conserved miRNAs is provided in Table S2.

**Table 2:** Conserved miRNAs in chickpea.

miR_ID	miR Family	Sequence	L	Conserved in					miRNA*	Start	End	PL	MFE	Adjusted	Hairpin
				gma	mtr	vun	ath	os	Y/N					MFE	G/C%
miR156_1	mir156	UUGACAGAAGAGAGAGAGCAC	21	+	-	-	-	-	N	52925	52945	85	-41.8	-49.176468	44.705883
miR156_2		UUGACAGAAGAUAGAGGGCAC	21	+	-	-	-	-	N	17629788	17629808	109	−42.6	−39.08257	38.532112
miR156_3		UGACAGAAGAGAGUGAGCAC	20	+	+	+	+	+	Y	44874629	44874648	92	−53.1	−57.71739	44.56522
miR156_4		UGACAGAAGAGAGUGAGCAC	20						Y	35818615	35818634	91	−52.8	−58.021973	43.956043
miR156_5		UGACAGAAGAGAGUGAGCAC	20						N	35226603	35226622	85	−39.6	−46.588234	42.352943
miR156_6		UGACAGAAGAGAGUGAGCAC	20						N	1284221	1284240	145	−65.1	−44.896553	37.931034
miR156_7		UGACAGAAGAGGGUGAGCAC	20	+	+	+	-	-	N	3228450	3228469	77	−30.7	−39.870132	32.467533
miR156_8		UGACAGACGAGAGUGAGCAC	20	+	-	+	-	-	N	7424	7443	91	−52.7	−57.912086	42.857143
miR156_9		UUGACAGAAGAUAGAAAGCAC	21	+	+	+	+	-	N	2202	2222	94	−42.7	−45.42553	39.361702
miR156_10		UUGACAGAAGAUAGAGAGCAC	21	+	+	+	-	-	Y	134	154	155	−60.3	−38.903225	32.258064
miR156_11		UUGACAGAAGAUAGAGAGCAC	21						Y	2528278	2528298	81	−47.1	−58.148148	39.506172
miR156_12		UUGACAGAAGAUAGAGAGCAC	21						N	25200808	25200828	82	−45.9	−55.97561	32.92683
miR156_13		UUGACAGAAGAUAGAGAGCAC	21						N	14260671	14260691	100	−46.4	−46.4	34
miR156_14		UUGACAGAAGAUAGAGAGCAC	21						N	14160024	14160044	119	−51.1	−42.941174	35.294117
miR159_1	mir159	UUUGGAUUGAAGGGAGCUCUA	21	+	+	-	+	-	Y	14884652	14884672	195	−97.2	−49.846153	38.46154
miR159_2		UUUGGAUUGAAGGGAGCUCUA	21						Y	11393460	11393480	195	−94.2	−48.30769	38.97436
miR159_3		AUUGGAGUGAAGGGAGCUCCA	21	+	+	-	-	-	N	13935752	13935772	188	−83.4	−44.361702	41.489365
miR160_1	mir160	UGCCUGGCUCCCUGAAUGCCA	21	-	+	-	-	+	N	6658138	6658158	85	−42.8	−50.352943	40
miR160_2		UGCCUGGCUCCCUGUAUGCCA	21	+	+	+	+	+	Y	32984804	32984824	86	−45.6	−53.023254	48.837208
miR160_3		UGCCUGGCUCCCUGUAUGCCA	21	+	+	+	+	+	Y	10315830	10315850	86	−47.1	−54.76744	47.674416
miR160_4		UGCCUGGCUCCCUGUAUGCCA	21	+	+	+	+	+	N	19971530	19971550	86	−48.8	−56.744186	48.837208
miR162_1	mir162	UCGAUAAACCUCUGCAUCCAG	21	+	+	+	+	+	N	7679640	7679660	124	−47.5	−38.30645	42.741936
miR164_1	mir164	UGGAGAAGCAGGGCACAUGCU	21	-	+	-	-	-	N	33442678	33442698	75	−34.34	−45.786667	45.333336
miR164_2		UGGAGAAGCAGGGCACGUGCA	21	+	+	+	+	+	N	20759462	20759482	175	−68.1	−38.914284	39.42857
miR164_3		UGGAGAAGCAGGGCACGUGCA	21						N	38007519	38007539	86	−37.3	−43.372093	41.860466
miR164_4		UGGAGAAGCAGGGCACGUGCA	21						N	7727761	7727781	118	−45.93	−38.92373	47.457626
miR166_1	mir166	UCGGACCAGGCUUCAUUCCCC	21	+	+	-	+	+	Y	47802209	47802229	101	−42.15	−41.732674	47.524754
miR166_2		UCGGACCAGGCUUCAUUCCCC	21						Y	34613199	34613219	80	−41.9	−52.375	47.5
miR166_3		UCGGACCAGGCUUCAUUCCCC	21						N	2982935	2982955	98	−46.2	−47.142857	41.836735
miR166_4		UCGGACCAGGCUUCAUUCCCG	21	+	-	-	-	-	Y	609780	609800	163	−59.7	−36.625767	34.969322
miR166_5		UCGGACCAGGCUUCAUUCCCU	21	-	-	-	-	+	N	10985854	10985874	168	−60.8	−36.190475	39.88095
miR166_6		UCGGACCAGGCUUCAUUCCUC	21	-	+	-	-	+	N	45773545	45773565	94	−39.78	−42.31915	46.80851
miR166_7		UCGGACCAGGCUUCAUUCCUC	21						N	788963	788983	99	−48.07	−48.555557	40.40404
miR166_8		UCUCGGACCAGGCUUCAUUCC	21	+	-	-	-	-	Y	609782	609802	163	−59.7	−36.625767	34.969322
miR167_1	mir167	UGAAGCUGCCAGCAUGAUCU	20	+	+	-	-	-	N	32102772	32102791	71	−37.4	−52.676056	39.43662
miR167_2		UGAAGCUGCCAGCAUGAUCUA	21	+	+	-	+	+	N	30873622	30873642	161	−67.2	−41.73913	37.8882
miR167_3		UGAAGCUGCCAGCAUGAUCUA	21						N	1691349	1691369	101	−48.9	−48.415844	39.603962
miR167_4		UGAAGCUGCCAGCAUGAUCUG	21	+	+	-	-	+	N	34009600	34009620	210	−79.6	−37.90476	32.380955
miR167_5		UGAAGCUGCCAGCAUGAUCUGA	22	+	-	-	-	-	Y	5038949	5038970	102	−49.1	−48.137253	39.215687
miR167_6		UGAAGCUGCCAGCAUGAUCUGA	22						Y	38728619	38728640	108	−44.93	−41.601852	48.148148
miR167_7		UGAAGCUGCCAGCAUGAUCUGG	22	-	-	-	+	-	Y	2509	2530	158	−57.8	−36.58228	42.405064
miR167_8		UGAAGCUGCCAGCAUGAUCUUA	22						N	57870929	57870950	75	−36.3	−48.4	45.333336
miR168_1	mir168	UCGCUUGGUGCAGGUCGGGAA	21	+	+	+	+	-	Y	7328597	7328617	136	−65.9	−48.455883	55.88235
miR169_1	mir169	AGCCAAGGAUGACUUGCCGG	20	+	+	+	+	+	N	19659099	19659118	86	−38.3	−44.53488	46.51163
miR169_2		CAGCCAAGGAUGACUUGCCGA	21	+	+	-	+	+	N	10422873	10422893	200	−83.7	−41.85	34
miR169_3		CAGCCAAGGAUGACUUGCCGG	21	+	+	+	+	+	N	2353405	2353425	95	−40.7	−42.842106	46.31579
miR169_4		CAGCCAAGGAUGACUUGCCGG	21						N	3920369	3920389	135	−63.5	−47.037037	44.444447
miR169_5		CAGCCAAGGAUGACUUGCCGG	21						Y	2526196	2526216	119	−50.17	−42.15966	30.252102
miR169_6		CAGCCAAGGGUGAUUUGCCGG	21	+	+	-	-	-	N	19606166	19606186	134	−57.6	−42.985073	40.298508
miR169_9		GAGCCAAGGAUGACUUGCCGG	21	-	+	-	-	-	N	19659098	19659118	86	−38.3	−44.53488	46.51163
miR169_10		UGAGCCAGGAUGACUUGCCGG	21	-	+	-	-	-	Y	19609060	19609080	76	−37.4	−49.21053	42.105263
miR169_11		CAGCCAAGGAUAACUUGCCGG	21	+	+	+	+	+	N	4770	4790	94	−38.5	−40.957447	43.617023
miR171_1	mir171	UGAUUGAGCCGCGUCAAUAUC	21	-	+	-	-	-	N	14153792	14153812	102	−47.7	−46.76471	40.19608
miR171_3		UGAUUGAGCCGUGCCAAUAUC	21	+	+	-	+	+	Y	1004434	1004454	97	−49.6	−51.13402	36.082474
miR171_4		UGAUUGAGCCGUGCCAAUAUC	21						N	5540425	5540445	78	−34.4	−44.102566	34.615387
miR171_5		UGAUUGAGCCGUGCCAAUAUC	21						N	15207158	15207178	94	−40.2	−42.765957	39.361702
miR171_6		UGAUUGAGCCGUGCCAAUAUC	21						N	6250414	6250434	117	−45.7	−39.05983	30.769232
miR171_7		UGAUUGAGUCGUGCCAAUAUC	21	-	+	-	-	-	N	73	93	77	−32.6	−42.337658	35.064934
miR171_8		AGAUAUUGGUGCGGUUCAAUC	21	+	-	-	-	-	Y	36014922	36014942	102	−52.4	−51.37255	38.235294
miR171_9		CGAUGUUGGUGAGGUUCAAUC	21	+	-	-	-	-	Y	27995981	27996001	95	−39.8	−41.894737	40
miR171_10		UUGAGCCGCGCCAAUAUCAC	20	-	-	-	-	-	N	1567139	1567158	92	−41.5	−45.108696	47.826088
miR171_11		UUGAGCCGCGCCAAUAUCACU	21	+	-	-	-	-	Y	6636919	6636939	94	−42.6	−45.319145	39.361702
miR171_12		UUGAGCCGUGCCAAUAUCAC	20	-	-	-	-	-	N	14104770	14104789	85	−35.7	−42	36.47059
miR171_13		UUGAGCCGUGCCAAUAUCACA	21	+	-	-	-	-	N	5540422	5540442	78	−34.4	−44.102566	34.615387
miR172_1	mir172	AGAAUCCUGAUGAUGCUGCAG	21	-	+	-	-	-	N	33800439	33800459	134	−69.8	−52.089554	38.059704
miR172_2		AGAAUCUUGAUGAUGCUGCA	20	-	-	-	+	-	N	1018482	1018501	106	−48.7	−45.943398	40.56604
miR172_3		AGAAUCUUGAUGAUGCUGCAG	21	-	-	-	+	-	Y	1018481	1018501	106	−48.7	−45.943398	40.56604
miR172_4		AGAAUCUUGAUGAUGCUGCAU	21	+	+	+	+	+	Y	11960794	11960814	108	−47.4	−43.88889	29.62963
miR172_5		AGAAUCUUGAUGAUGCUGCAU	21						Y	28871865	28871885	112	−47.51	−42.419643	39.285713
miR172_6		AGAAUCUUGAUGAUGCUGCAU	21						N	11265321	11265341	82	−39.1	−47.682926	34.146343
miR172_8		GCAGCAGCAUCAAGAUUCACA	21	+	-	-	-	-	Y	2893096	2893116	184	−71.7	−38.96739	39.673912
miR172_9		GGAGCAUCAUCAAGAUUCACA	21	-	-	-	-	-	Y	2969008	2969028	126	−58	−46.031746	43.650795
miR172_10		GAAUCUUGAUGAUGCUGCAG	20	+	+	+	+	-	Y	2969100	2969119	124	−57.1	−46.048386	44.35484
miR319_1	mir319	UUGGACUGAAGGGAGCUCCCU	21	+	+	+	+	+	Y	4935256	4935276	216	−74.03	−34.273148	39.814816
miR319_2		UUGGACUGAAGGGAGCUCCCU	21						N	27801302	27801322	216	−93.6	−43.333332	35.185184
miR319_4		UUGGACUGAAGGGGCCUCUU	20	+	-	-	-	-	N	15212722	15212741	207	−90.71	−43.821255	44.927536
miR319_5		UGGACUGAAGGGGAGCUCCUUC	22	+	-	-	-	-	N	46353126	46353147	213	−90.2	−42.347416	35.21127
miR319_6		GAGCUUCCUUCAGUCCACUC	20	+	+	+	+	-	Y	31787184	31787203	199	−86.6	−43.517586	38.693466
miR319_7		UGGACUGAAGGGAGCUCCUUC	21	+	+	+	+	+	N	9436191	9436211	93	−49.3	−53.01075	47.31183
miR390_1	mir390	AAGCUCAGGAGGGAUAGCGCC	21	+	+	-	+	-	N	26531589	26531609	82	−47	−57.317074	43.90244
miR390_2		AAGCUCAGGAGGGAUAGCGCC	21						N	26325697	26325717	71	−39.4	−55.49296	40.84507
miR393_1	mir393	UCCAAAGGGAUCGCAUUGAUCC	22	+	-	-	+	-	N	30299002	30299023	121	−53.2	−43.96694	34.710743
miR393_2		UCCAAAGGGAUCGCAUUGAUCC	22						N	1754148	1754169	77	−32.4	−42.077923	28.57143
miR393_3		AUCAUGCUAUCCCUUUGGAUU	21	+	+	-	+	+	Y	34480633	34480653	141	−57.7	−40.921986	39.00709
miR394_1	mir394	UUGGCAUUCUGUCCACCUCC	20	+	-	-	+	+	N	49015076	49015095	129	−62.3	−48.294575	41.08527
miR394_2		UUGGCAUUCUGUCCACCUCC	20						N	31533893	31533912	67	−26.03	−38.85075	47.761192
miR394_3		UUGGCAUUCUGUCCACCUCC	20						N	8950170	8950189	125	−36.35	−29.079998	40.8
miR396_1	mir396	UUCCACAGCUUUCUUGAACUG	21	+	+	-	+	+	N	35366632	35366652	114	−45.6	v39.999996	39.473686
miR396_2		UUCCACAGCUUUCUUGAACUU	21	+	+	-	+	+	N	556766	556786	85	-35.9	-42.2353	35.294117
miR396_3		CUCAAGAAAGCUGUGGGAGA	20	+	+	-	-	-	Y	6590654	6590673	108	-47.9	-44.351852	37.962963
miR396_4		GCUCAAGAAAGCUGUGGGAGA	21	+	+	-	-	-	Y	6590654	6590674	108	-47.9	-44.351852	37.962963
miR396_5		UUCCACAGUUUUCUUGAACUG	21	+	+	-	+	+	N	31162290	31162310	121	-47.8	-39.50413	41.322315
miR397_1	mir397	UCAUUGAGUGCAGCGUUGAUG	21	+	-	-	+	+	N	1821127	1821147	153	-60.1	-39.281044	30.065361
miR398_1	mir398	UGUGUUCUCAGGUCGCCCCUG	21	+	+	-	-	+	N	33289822	33289842	80	−29.04	−36.3	50
miR398_2		UGUGUUCUCAGGUCGCCCCUG	21						N	33373257	33373277	108	−47.8	−44.25926	50
miR399_1	mir399	UGCCAAAGAAGAUUUGCCCCG	21	-	+	-	-	-	N	103	123	79	−33.4	−42.278484	41.772152
miR399_2		UGCCAAAGGAGAGCUGCCCUA	21	-	+	-	-	-	N	254628	254648	124	−48.8	−39.354836	35.48387
miR399_3		UGCCAAAGGAGAGCUGCCCUG	21	-	+	-	-	+	N	216204	216224	110	−47.8	−43.454544	36.363636
miR399_4		UGCCAAAGGAGAGCUGCUCUU	21	+	+	+	+	+	N	29007702	29007722	172	−60.23	−35.01744	29.651161
miR399_5		UGCCAAAGGAGAGUUGCCCUG	21	+	+	+	+	+	Y	441789	441809	103	−44.9	−43.592236	43.68932
miR399_6		UGCCAAAGGAGAGUUGCCCUG	21						N	12886367	12886387	89	−43.3	−48.651684	41.573032
miR408_1	mir408	AUGCACUGCCUCUUCCCUGGC	21	+	+	+	+	+	N	21952158	21952178	82	−36.6	−44.634144	51.219513
miR530_1	mir530	UGCAUUUGCACCUGCACUUUA	21	+	+	-	-	+	N	40319328	40319348	181	−79.3	−43.812157	38.674034
miR2111_1	mir2111	UAAUCUGCAUCCUGAGGUUUA	21	+	+	-	+	-	N	37594	37614	81	−30.5	−37.654324	33.333336
miR2111_2		UAAUCUGCAUCCUGAGGUUUA	21						N	93808	93828	66	−27.5	−41.666664	36.363636
miR2111_3		UAAUCUGCAUCCUGAGGUUUA	21						N	19125	19145	67	−33.1	−49.40298	31.343285
miR2111_4		UAAUCUGCAUCCUGAGGUUUA	21						N	37881	37901	81	−35.7	−44.074078	33.333336
miR2118_1	mir2118	UUACCGAUUCCACCCAUUCCUA	22	-	+	-	-	-	N	112	133	155	−41.2	−26.580647	40
miR2118_2		GGAUAUGGGAGGGUCGGUAAAG	22	+	-	-	-	-	Y	15537249	15537270	150	−60.54	−40.36	38
miR5213_1	mir5213	UACGUGUGUCUUCACCUCUGAA	22	+	-	-	-	-	N	16737686	16737707	119	−42.1	−35.37815	36.974792
miR5213_2		UACGUGUGUCUUCACCUCUGA	21	-	+	-	-	-	N	16737686	16737706	119	−42.1	−35.37815	36.974792
miR5213_3		UACGGGUGUCUUCACCUCUGA	21	-	+	-	-	-	Y	31172531	31172551	114	−47.7	−41.842106	38.59649
miR5232_1	mir5232	UACAUGUCGCUCUCACCUGGA	21	-	+	-	-	-	Y	29987519	29987539	167	−69.8	−41.79641	44.31138

gma- *Glycin max*; mtr- *Medicago tranculata*; vun- *Vigna unguiculata*; ath- *Arabidopsis thaliana*; os- *Oryza sativa*.

MFE- Minimum Folding Energy; L: Length; PL: Precursor Length.

### Identification of legume-specific miRNAs in chickpea library

We obtained four legume-specific miRNAs, including miR2111, miR2118, miR5213 and miR5232, in our libraries that were previously reported in another legume, Medicago [24], [25]. 

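The 4 loci of miR2111 in Table S1 share the sequence TAATCTGCATCCTGAGGTTTA, which was read 39, 52 and 4 times in the control, wilt-infected and salt-stressed libraries. Its log2 ratio was 1.74 (95% interval 1.12 to 2.38) under wilt stress and -1.82 (-3.76 to -0.35) under salt stress. Of the 3 sequences of miR5213, miR5213_3 (TACGGGTGTCTTCACCTCTGA, on chromosome Ca1 from 31172531 to 31172551) carried nearly all reads, with 19809, 2167 and 2373. Its log2 ratio was -1.86 (-1.93 to -1.80) under wilt and -1.59 (-1.65 to -1.53) under salt stress, and it stayed negative under each of the other library totals. Sequence miR5213_2 differs from it by G5T, counted from 1 at the 5′ end, and had 45, 4 and 5 reads, fewer in the control library than the 400 reads of the most frequent unlisted variant. Sequence miR5213_1 had 7, 4 and 2 reads.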

To date, miR5232 has only been reported in Medicago in a study involving miRNA regulation during arbuscular mycorrhizal symbiosis [25]. Accordingly, miR5232 may be a legume-specific miRNA that is involved in the biotic stress response. 

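Sequence miR5232_1 (TACATGTCGCTCTCACCTGGA) lies on chromosome Ca4 of the chickpea genome from 29987519 to 29987539 in Table S1. It was read 374 times in the control library, 80 times in the wilt-infected library and 107 times in the salt-stressed library, or 26.8, 14.4 and 21.3 RPM. The log2 ratio was -0.90 (-1.26 to -0.54) under wilt stress and -0.34 (-0.66 to -0.02) under salt stress. With TMM factors it was 0.52 and 0.21, so that its direction depends on the library total. Its miRNA* had 13, 5 and 2 reads. The paper proposes a part for it in the response to biotic stress.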

The multiple sequence alignment of the mature miRNAs in addition to the precursor sequences of these four legume-specific miRNAs revealed that they were most closely similar to Medicago and consequently has been conserved throughout evolution (Figure 3a, 3b). However, in recent studies, sequences that are similar to miR2118 have been reported in other non-leguminous plant systems, such as tomato and rice [26]. Apart from Fabaceae, miR2118 family members are most abundant in the Rutaceae and Solanaceae plant families [27]. Even the nomenclature of the miR2118 family is inconsistent in miRBase: the miR2118-like sequences have been disparately named miR482 (sly-miR482), miR5300 (as in tomato) and miR2809. The variation in the miR2118 sequence is species specific. Thus, miR2118 sequences in the chickpea are more similar with mtr-miR2118a [24] in comparison with other plant systems.

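Table S1 lists 2 sequences of miR2118. Sequence miR2118_1 (TTACCGATTCCACCCATTCCTA) was read 44, 56 and 67 times in the control, wilt-infected and salt-stressed libraries, and its log2 ratios were 1.68 (1.08 to 2.28) under wilt and 2.08 (1.51 to 2.66) under salt stress. Sequence miR2118_2 (GGATATGGGAGGGTCGGTAAAG), on chromosome Ca4 from 15537249 to 15537270, was read 235, 116 and 59 times, with log2 ratios of 0.31 (-0.02 to 0.64) and -0.52 (-0.96 to -0.11). The latter was 0.019 with TMM factors, and the former -0.76 with the median of ratios. The sequence listed as the miRNA* of miR2118_2 is that of miR2118_1, so both sequences are listed on the same precursor. For the family as a whole the log2 ratio was 0.63 (0.35 to 0.91) under wilt and 0.32 (0.01 to 0.63) under salt stress, and both turned negative with the median of ratios (-0.44 and -0.26).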

**Figure 3:**
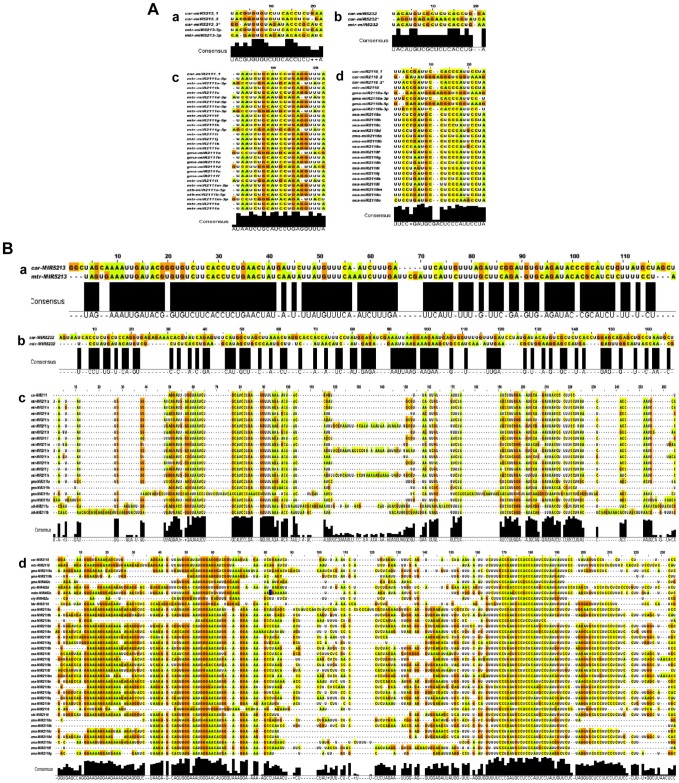
Multiple sequence alignments of legume-specific miRNAs. (A) Mature miRNAs, (B) precursor miRNAs. Four legume-specific miRNAs, including a) MIR5213, b) MIR5232, c) MIR2111and d) MIR2118, were used for the multiple sequence alignments by ClustalW2 in the different plants. car- *Cicer arietinum*, mtr- *Medicago truncatula*, gma- *Glycine max*, ath- *Arabidopsis thaliana*, osa- *Oryza sativa*, zma- *Zea mays*, sbi- *Sorghum bicolor*, sly- *Solanum lycopersicum*, hbr- *Hevea brasiliensis*, pvu*- Phaseolus vulgaris*, vun- *Vigna unguiculata*, ptc- *Populus trichocarpa* and mdm- *Malus domestica.*

### Identification of novel miRNAs in chickpea

We identified 59 novel miRNAs using the miRCat module of the UEA sRNA workbench, which aligned the pooled reads from all three of the libraries to the chickpea genome (NCBI Genome: PRJNA175619) [13], the ESTs database from NCBI and transcriptome data from the chickpea transcriptome database [28], and applied prediction criteria for plant miRNAs [29] (Table 3; Table S3). The low abundance of novel miRNAs in our data supports the earlier notion of the lower expression levels of novel miRNAs compared with those of conserved miRNAs [30]. 

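Over the 51 distinct car-miRNA sequences the median was 1.51 RPM in the control library, 0.541 in the wilt-infected library and 1.19 in the salt-stressed library. The 79 conserved sequences had medians of 3.66, 8.47 and 5.16 RPM. The median of the conserved sequences was thus 2.43 times that of the car-miRNAs in the control library (95% interval of a Poisson bootstrap 2.00 to 3.56), 15.7 times in the wilt-infected library (9.75 to 23.5) and 4.33 times in the salt-stressed library (3.22 to 6.80). Counting each locus moved these ratios most, to 5.32, 23.7 and 11.2. Summed over all of them, the car-miRNAs reached 1602, 1319 and 1300 RPM, and a few sequences carried most of this: car-miRNA041 had 837 RPM in the control library, and car-miRNA001 had 431 in the wilt-infected and 909 in the salt-stressed library. At least 10 reads were found for 29 of the 51 sequences in the control library, 16 in the wilt-infected library and 21 in the salt-stressed library. The paper sets the low abundance in its data beside an earlier notion that such miRNAs are expressed at lower levels than conserved ones.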

The precursor miRNA candidates were then tested using RandFold with a cutoff of 0.1. 

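Folded with RNAfold, the 58 car-miRNA precursors of Table S4 used here had minimum free energies from -135.5 kcal/mol for car-miRNA025 to -20.9 kcal/mol for car-miRNA035, which is the shortest. Their mean was -42.7 kcal/mol and their median -36.7 kcal/mol. The mature sequence was found within each of the 58 precursors.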

The minimum free energy that was required to form the predicted hairpin structure for the precursor was in the range of −97.2 to −26.03 Kcal/mol, which is similar to the values that were reported for the precursors of other plant species (Table S4). The secondary structures of the precursors of five validated novel miRNAs were evaluated using the Mfold software (Figure 4) [31]. 

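The 58 loci of Table S3 used here each list a miRNA*, and the sequences listed first comprise 49 distinct ones. Of these, 37 were read in at least 1 of the 3 libraries and 12 were not, which places each of the 12 below 0.122 RPM of the 24521788 deposited reads. At least 10 reads were found for 21 of the miRNA* sequences. Other miRNA* sequences given for the same car-miRNAs, in Table S3 or Table 3, were not counted. The median over those that were read was 16 reads, and the median over all 49 was 2 reads. When tags that start within 1 nt and end within 2 nt of the listed miRNA* on its precursor were counted too, 42 of the 49 were read. In the single libraries 32 miRNA* sequences were read in the control, 23 in the wilt-infected and 28 in the salt-stressed library. The sequence listed as miRNA* of car-miRNA012, car-miRNA013 and car-miRNA014 (ATGCACTGCCTCTTCCCTGGC) is that of miR408_1.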

The data analysis revealed the presence of miRNA* sequences for all of the 59 novel miRNAs of the chickpea. The miRNA* supports the release of the miRNA duplex from the predicted hairpin structure [32]; therefore, the presence of miRNA* sequences further supports the identity of these small RNA sequences in our libraries as novel miRNAs.

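Reads that matched the sense strand of a precursor over their whole length were placed on it, for precursors with at least 10 such reads. On the 56 car-miRNA precursors a median of 37.2% of these reads lay at the listed miRNA or miRNA*, within 1 nt of its start and 2 nt of its end, compared with 92.2% on 114 conserved precursors. The most frequent tag of the precursor was the listed miRNA on 24 of the 56 car-miRNA precursors and on 89 of the 114 conserved ones. In 7 of the 118 conserved precursors the listed miRNA is not part of the printed sequence, which lowers their share. Reads of 24 nt were a median of 9.26% of the reads of a car-miRNA precursor and 0.0747% of those of a conserved precursor. On the precursor of car-miRNA001 11900 of 12319 reads lay at the listed sequences and on that of car-miRNA041 14279 of 15226. On the precursor of car-miRNA008 it was 4074 of 31050 reads. Its most frequent tag was a 24 nt tag with 11284 reads, which was also the most frequent tag on the precursors of car-miRNA015, car-miRNA024 and car-miRNA038. The paper reasons that a miRNA* supports the release of a duplex from the predicted hairpin, and takes its presence as further support for the identity of these small RNAs.

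**Figure D3:**
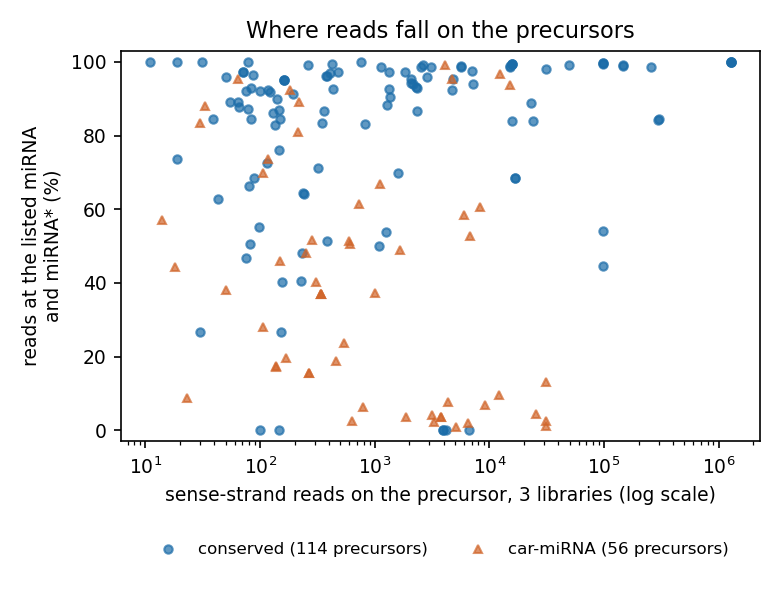
Percentage of sense-strand reads that lie at the listed miRNA or miRNA* (vertical axis) against all sense-strand reads on the precursor over the 3 libraries (horizontal axis, log scale), for 114 conserved (circles) and 56 car-miRNA precursors (triangles). Most conserved precursors lie near the top, with a median of 92.2%, and the car-miRNA precursors are spread over the whole range.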

**Figure 4:**
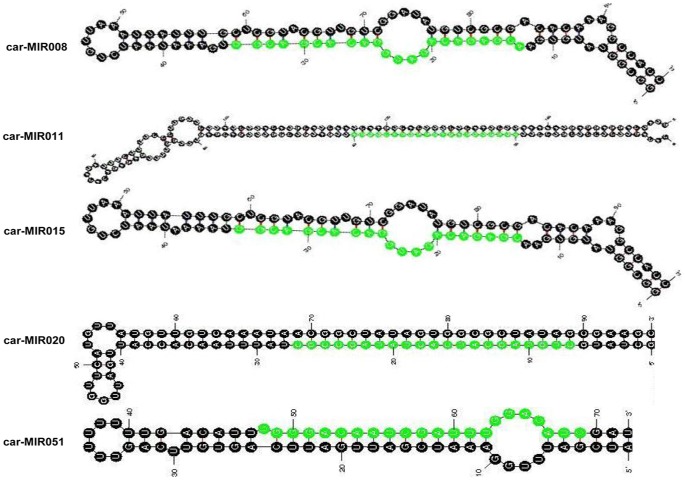
Predicted secondary structures of five validated novel miRNA precursors in chickpea using Mfold.

**Table 3:** List of novel chickpea miRNAs with their miRNA*.

New miRID	Sequence	L	miRNA*	Start	End	PL	MFE	Adjusted	Hairpin
								MFE	G/C%
car-miRNA001	AACCAGGCUCUGAUACCAUGA	21	AUGGUAUCAGGUCCUGCUUCA	20306919	20306939	87	−37.34	−42.91954	42.528736
car-miRNA002	AAGAUUGAUCUUGACCUUCUGC	22	UUAUGGCAUAAACAAGGAUAAU	588	609	93	−29	−31.182796	37.634407
car-miRNA003	AAGCAGGCUCUGAUACCAUGA	21	UGGUAUCAGGUCCUGCUUCA	696	716	95	−42.3	−44.526314	47.368423
car-miRNA004	AAUAGAUUGUCCAAUCGAUUGU	22	CAAUCGAUUUCCCAAUCGAUUU	343	364	159	−47.8	−30.062893	33.962265
car-miRNA005	AAUCACGGUGAGCCACUGUGA	21	AAUCACGGUGGCUCACCGUGA	251	271	91	−54.2	−59.56044	39.56044
car-miRNA006	ACCGGAAGCUGGGUUACGGUC	21	CGCGACCUAUACCCGGCCGU	598	618	199	−75.01	−37.693466	56.281406
car-miRNA007	ACGACUGUUACAUCAUACAAC	21	UGUAUGGUGCAACAGUCGCAG	23710719	23710739	137	−65.8	−48.029198	43.065693
car-miRNA008	ACGAGACAGAUGGACACGACGG	22	CGUACGUUGUCGGAUAUGUCGC	338	359	97	−28.5	−29.381443	47.42268
car-miRNA009	AGCGAUCUCGUACUAAACGAA	21	CUUCGAUAGGCGAGAGGUGUA	23987481	23987501	78	−24.9	−31.923077	47.435898
car-miRNA010	AGGAGAAAGUCUUUGCAACCG	21	UGUGUUGCUGAGACAUGCGCC	273099	273119	65	−21.7	−33.384617	52.307693
car-miRNA011	AUGGUUGAGAGGGUGACUUGA	21	AAGUCACUUUCUCAAUCUUA	1161	1181	155	−72.3	−46.645164	39.35484
car-miRNA012	CAGGGAACAGGCUGAGCAUGG	21	AUGCACUGCCUCUUCCCUGGC	171	191	87	−47.7	−54.827587	51.724136
car-miRNA013	CAGGGAACAGGCUGAGCAUGG	21	AUGCACUGCCUCUUCCCUGGC	149	169	87	−47.7	−54.827587	51.724136
car-miRNA014	CAGGGAACAGGCUGAGCAUGG	21	AUGCACUGCCUCUUCCCUGGC	285	305	87	−47.7	−54.827587	51.724136
car-miRNA015	CGAGACAGAUGGACACGACGG	21	CGUACGUUGUCGGAUAUGUCG	336	356	97	−28.5	−29.381443	46.391754
car-miRNA016	CGAUUGCGGCGACGUGGGCG	20	CUGCCCGCGACGUUGUGAGA	50	69	66	−32.8	−49.696968	57.575756
car-miRNA017	CGGAAUACAAGCUCUGUACCGGAA	24	CGGAACACUCUUCUGUACCGGAAA	18012181	18012204	116	−42.41	−36.560345	39.655174
car-miRNA018	CUGACUUAGCUUGUAGUCGAC	21	UAGUCGACUACAGAUGGGUGU	533	553	67	−30.5	−45.52239	46.268658
car-miRNA019	CUGGGUUGGGUCGAUCGGUCC	21	CACCGGUUGGCUCGUCCCUU	842	862	75	−32.8	−43.73333	65.33333
car-miRNA020	CUGUAGCAUCACUAUAGCCGC	21	CGGCUAUAGUGGCGCUAUAGC	37423709	37423729	95	−45	−47.368423	42.105263
car-miRNA021	GAAACGGGUAGCUGAGGGUU	20	CACUCUAAACAGCAGCUCCGU	580	599	113	−34.3	−30.353981	40.707962
car-miRNA022	GAAACGGGUAGCUGAGGGUU	20	CACUCUAAACAGCAGCUCCGU	499	518	113	−32.3	−28.584068	39.823006
car-miRNA023	GAAAUGGACGGCAAUGAAUCUA	22	UUGAAGGUUUUGCUGACCUUU	157	178	88	−26.52	−30.136364	42.045452
car-miRNA024	GAACGAGACAGAUGGACACGA	21	UACGUUGUCGGAUAUGUCGCGA	337	357	98	−29.9	−30.510204	45.918365
car-miRNA025	GAGUUCACUGUUGGAGAUGUGCCA	24	GCACAACUCCAACGGUGAACCCAC	30794763	30794786	220	−138.6	−63.000004	45.909092
car-miRNA026	GCCGGCCUGUCAGACCUAAUAGGC	24	UCAAGCCAUAGGCCUCUGACGGAC	9008149	9008172	162	−62.4	−38.518517	41.975307
car-miRNA027	GCGAAGCUAUCGUGCGUUGGAU	22	UUCGCACAAUUGGUCAUCGCG	138313	138334	95	−32.3	−34	50.526314
car-miRNA028	GGGUUGGGUCGAUCGGUCCA	20	CACCGGUUGGCUCGUCCCUU	677	696	69	−33.8	−48.985504	63.76812
car-miRNA029	GGGUUGGGUCGAUCGGUCCGCC	22	GGUGUGCACCGGUUGGCUCGU	18682982	18683003	69	−35.5	−51.449276	66.66667
car-miRNA030	GGGUUGGGUCGAUCUGUCCGCC	22	GGUGUGCACCGGUUGGCUCGU	619	640	69	−29.3	−42.463768	65.21739
car-miRNA031	GGUUGGGUCGAUCGGUUCGCCU	22	GUGUGCACCGGUCUGCUCGUC	383	404	69	−30.9	−44.782608	65.21739
car-miRNA032	GUUCUAGAUCGACGGUGGCAU	21	GUCACCACCGUCGUCUCGCA	103	123	66	−28.6	−43.333332	56.060608
car-miRNA033	GUUCUAGAUCGACGGUGGCAU	21	GUCACCACCGUCGUCUCGCA	111	131	66	−28.6	−43.333332	56.060608
car-miRNA034	GUUCUAGAUCGACGGUGGCAU	21	CACCACCGUCGUCUCGCAGCU	313	333	67	−27.6	−41.19403	56.71642
car-miRNA035	UAACUCUGAUGAAGUUGUGCA	21	GCUCAAUUUGUAUCUGGGACAU	147	167	61	−19.3	−31.639343	37.704918
car-miRNA036	UAAGUCGGUGACGUCUACGUAUAC	24	UCUAUACGGAAGAUGCAUGGACUA	21957421	21957444	82	−24.2	−29.512197	41.463413
car-miRNA037	UAGCGACACGGAACGUCCAAC	21	GGGGUUGGACGCUCCGUGCCA	215357	215377	112	−81.4	−72.67857	51.785713
car-miRNA038	UAUGUGAACGAGACAGAUGGA	21	UCGGAUAUGUCGCGACACAAA	342	362	98	−29.9	−30.510204	45.918365
car-miRNA039	UCAUAUUUGUUGGACAUUUGA	21	UCAAUGUAUUGAUGGGUAUGU	942	962	113	−29.7	−26.283186	38.938053
car-miRNA040	UCGCGUGAGUGAAGAAGGGCA	21	AGCUCUUUCGUCGAGUGCGCG	69427	69447	66	−23.3	−35.30303	50
car-miRNA041	UCGCUGUUGCGUUGGCGAUUA	21	AUCGCCACCGCAACAGCGAAG	21404687	21404707	114	−59.83	−52.482456	53.50877
car-miRNA042	UCGGACCAGGCUUCAUUCUUC	21	AAUGAGGUUUGAUCCAAGAUC	1317	1337	197	−57.8	−29.3401	38.071068
car-miRNA043	UGAACUAUUCGAUCUUCGUUC	21	GAUGAAGAUCAAACGGUUCAU	101	121	147	−67.8	−46.122448	32.65306
car-miRNA044	UGAAGCUGCCAGCAUGAUCUUA	22	AGAUCAUGUGGCAGUUUCACC	1047	1068	73	−36.4	−49.863018	47.945206
car-miRNA045	UGAUUGUAUAAUCGAUUAGGCA	22	AUUGGCAAAUCGAUUGUGCACA	26	47	121	−47.8	−39.50413	38.842976
car-miRNA046	UGAUUGUAUAAUCGAUUAGGCA	22	AUUGGCAAAUCGAUUGUGCACA	26	47	121	−47.8	−39.50413	38.842976
car-miRNA047	UGCCAAGCGCUGUAGUAGGUCA	22	AUAAGGCUUUUACAGCGCUUG	606	627	94	−50.1	−53.29787	44.68085
car-miRNA048	UGGACUAAAAUUCUGUUUGGAGAC	24	GUCCCCCAAGCAGAAUUUUGGUCC	30591970	30591993	218	−91.99	−42.197247	31.192661
car-miRNA049	UGGACUAAAAUUCUGUUUGGAGAC	24	GUCCCCCAAGCAGAAUUUUGGUCC	47072	47095	220	−95.82	−43.554543	31.818182
car-miRNA050	UGGAUUGAGAUCGAAUGGUGC	21	GACCGUCCGGUCUUGAUCCAAG	347	367	137	−60.2	−43.941605	37.956203
car-miRNA051	UGGGACAAUCGAUUUGGACAUC	22	UUGGAAAUCGAUUGAUUCAGUG	260	281	72	−22.4	−31.111109	34.72222
car-miRNA052	UGGUCUGUGAGAGACUGCACGGUA	24	UCGUGCUGGUCUGUGAGAGACUGC	52521	52544	96	−40.7	−42.395832	53.125
car-miRNA053	UGGUUGGGUCGAUCGGUCCGCC	22	GGUGUGCACCGGUUGGCUCGU	677	698	85	−37.1	−43.647057	63.529415
car-miRNA054	UGUGGAUGAUGCAGGAGCUGA	21	AGCUGCUGACUCAUUCAUUCA	27572322	27572342	152	−59.5	−39.144737	35.526314
car-miRNA055	UGUUGCAAUCGACCAGGACUAC	22	AGUCUUGAUCGAUGUAACUGA	385	406	79	−39.5	−50	32.911392
car-miRNA056	UUAACCAGGCUCUGAUACCAU	21	UGGUAUCAGGUCCUGCUUCA	21161303	21161323	88	−37.4	−42.5	50
car-miRNA057	UUCGAAUCCUGCCGUCCACGCC	22	AGUGGACGUGCCGGAGUGGUUA	29887519	29887540	94	−37.2	−39.574467	55.31915
car-miRNA058	UUGAGCCGCGUCAAUAUCUUG	21	CAAGGUAUUGGCGCGCCUCAA	24546067	24546087	92	−53.4	−58.04348	41.304348
car-miRNA059	UUGAUCUUUCGAUGUCGGCU	20	GUUUAGACCGUCGUGAGACA	988	1007	116	−45.4	−39.13793	50.86207

MFE: Minimum Folding Energy; L: Length; PL: Precursor Length.

### Expression patterns of known and novel miRNAs in chickpea

Total RNA from the tissues of control, wilt-infected and salt-stressed plants were used to validate the miRNAs. The poly(A)RNA of these three samples was reverse transcribed into cDNA for the validation of the expression of eleven conserved and five novel miRNAs using qRT-PCR. The expression levels of the chickpea miRNAs under wilt stress were significantly altered compared with those of the control conditions. In contrast, those that were observed under salt stress did not greatly change. Among the validated conserved miRNAs, miR530 was upregulated seventeen-fold during wilt stress, suggesting that it is an important candidate miRNA that is involved in the plant wilt stress response. miR156_1 and miR156_10 were slightly upregulated under both the wilt and salt stresses. miR2118, which is one of the legume-specific miRNAs, was also upregulated by approximately 0.5-fold during wilt stress compared with the control seedlings (Figure 5a, 5b). Conversely, no significant expression patterns were detected with respect to the known miRNAs in response to salt stress in the chickpea. The expression analysis of the novel miRNAs revealed that three out of five (car-miR008, car-miR011 and car-miR015) were approximately three fold upregulated on average during salt stress (novel chickpea miRNAs have been designated as “car-miRNA” throughout the manuscript, in which “car” is an abbreviation for *Cicer arietinum*). However, the expression patterns that were observed during wilt stress revealed limited information because little significant changes occurred.

**Figure 5:**
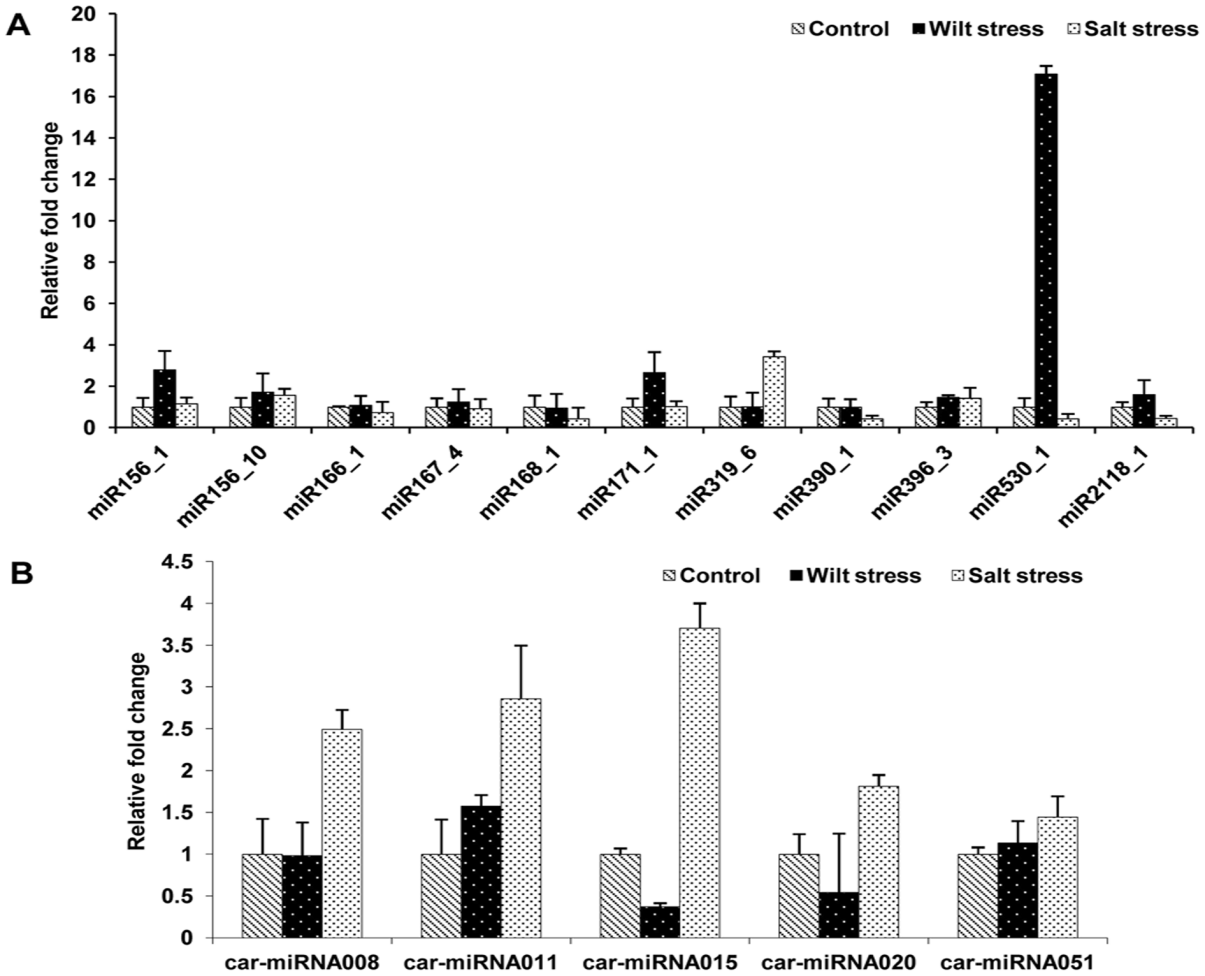
Expression analyses of selected miRNAs under wilt and salt stresses as evaluated by qRT-PCR. The relative expression levels are shown as fold changes with the standard errors (SE) of three biological replicates. (A) Expression profiling of conserved miRNAs under control, wilt and salt stress conditions. (B) Expression profiling of novel miRNAs under control, wilt and salt stress conditions.

### Prediction and validation of miRNA targets in chickpea

The putative miRNA targets in chickpea were predicted using the psRNATarget program [33]. The predicted target genes (approximately 358 different transcripts) were extensively involved in different biological processes involving a large number of gene families. Some of these genes encoded TFs, DNA replication proteins and those that are involved in cellular metabolism in addition to a variety of stress response-associated proteins. The target prediction analysis revealed the involvement of some of the miRNAs in regulating metabolic processes through the target genes. In chickpea, miR159 is involved in the metabolism of amino acids, fatty acids and lipids. One of the target genes of miR159 encodes acyltransferase, which is essential for ester biosynthesis. The chickpea miR156 and miR166 target genes encode squamosa promoter-binding protein and homeobox-leucine zipper protein, respectively, as previously reported [34], [35]. Table 4 describes details of the target genes of validated miRNAs; a complete list is provided as supporting information (Table S5; Table S6). The most widely targeted class of genes is the protein kinases, which are associated with plant defense mechanisms via cell signaling-related processes. The novel car-miRNA008 targets the chalcone synthase (CHS) gene. Chalcone, which is an intermediate in flavonoid biosynthesis, is involved in natural defense mechanisms. CHS expression is also involved in salicylic acid defense pathways. car-miR2118 and car-miR5213 target two defense-response chickpea genes encoding Toll/Interleukin-1 receptor-nucleotide binding site-leucine-rich repeats (TIR-NBS-LRR). Members of the TIR-NBS-LRR gene family are genuine targets for miR2118 [24]. Additionally, miR5213 suppresses defense-response genes in Medicago. The cleavage of such transcripts as mediated by miR5213 is notably conserved in AM symbiosis-capable plants, such as *Medicago truncatula, Glycine max, Lotus japonicus, Populus trichocarpa* and *Cicer arietinum*, but not in plants for which this symbiosis is not observed, such as *Arabidopsis thaliana* [25].

**Table 4:** Predicted target genes of miRNAs in chickpea.

miRNA family	Target	Putative Functions of Predicted Targets
**Conserved miRNAs**		
mir156_1	TC12891, TC03863, TC05745,TC07318,	Squamosa promoter-binding TF family protein, SCP1-like
	TC03684, TC29077, TC07318, TC15422,	small phosphatase
	TC04572	
mir156_10	TC29077, TC15422, TC12891, TC03863,	SCP1-like small phosphatase, squamosa promoter-
	TC05745, TC03684, TC07318, TC19303,	binding protein, cationic amino acid transporter,
	TC10437, TC05493, TC18211	allantoinase 1-like protein
mir166_1	TC04758, TC15765, TC08004	ClassIII HD-ZIP, REVOLUTA
mir167_4	TC21867, TC03743, TC03697	Monosaccharide transport protein 1, MFS, tubulin-folding
		cofactor E
mir168_1	TC06138, TC16221, TC07642	GTP-binding protein, RNA binding (RRM/RBD/RNP motifs)
mir171_1	TC15816, TC01767, TC07982	HAIRY MERISTEM 3 (HAM3), cdk protein kinase, ClpX3
mir319_6	TC03909	Putative xylogalacturonanxylosyltransferase
mir390_1	TC12049, TC05305, TC19589	Protein kinase, CZF1
mir396_3	TC18749, TC21342, TC02165, TC16760,	RNA-directed DNA polymerase, NAD(P)-binding
	TC09727, TC02085	Rossmann-fold
mir530_1	TC01544, TC20787, TC01795, TC01794	Zinc knuckle protein, expressed protein
mir2118_1	TC01089, TC09480, TC00082, TC21040,	NB-ARC disease resistance protein, expressed protein,
	TC23505	TIR-NBS-LRR
**Novel chickpea miRNAs**		
car-miRNA008	TC06967, TC05545	RING/U-box superfamily protein, chalcone synthase (CHS)
car-miRNA011	TC02274, TC14659, TC17732, TC08052,	SERPIN family protein, amelogenin, RNA binding
	TC16830, TC06852, TC05883	(RRM/RBD/RNP motifs), LEA, anion channel protein family
car-miRNA015	TC17182, TC10107	Complex 1 protein (LYR family), ribosomal L23/L15e
		family protein
car-miRNA020	TC33381, TC29465, TC00653, TC28744,	TPR-like superfamily protein, ARM superfamily protein,
	TC05383	FAD/NAD(P)-binding oxidoreductase, Protein of unknown
		function (DUF1423)
car-miRNA051	TC11550, TC31151, TC21283	SMG7, HAD superfamily protein, unique electron
		transfer flavoprotein

Members of the miR166/165 family target HD-ZIP III TF genes by cleaving the mRNA at complementary base pairs in leguminous plants [34], [36], [37]. These results are similar to those of earlier predicted reports involving other plant systems. The target gene of miR166 was experimentally validated by modified 5′RLM-RACE [38], [39]. All of the positive clones were sequenced, and cleavage was observed at the 17^th^ and 18^th^ positions of the mRNA by the 5′ end of miR166 (Figure 6), unlike the previously reported miRNA-target recognition parameters [40]. Although our results are not in agreement with previous studies, such as those involving the soybean, in which miR166 target validation by 5′RACE and degradome sequencing confirmed cleavage at the 10^th^ and 11^th^ positions [41], there have been reports of the miRNA (belonging to different families)-mediated cleavage of target mRNA, thus defying the recognition rule. A total of 18 miRNA/target pairs of *Pinus taeda* possessed non-conventional cleavage sites, such as pta-miR951:AW065026, which is cleaved at the 16^th^ and 17^th^ positions [42]. Similar results have been reported in other plant species, such as mtr-miR397:AC135467 [24], ath-miR168:AGO1 [43], pvu-miR171:gi62704692 [44] and ath-miR398a:CSD1 [39]. Thus, it appears that the sequence of the target gene and the miRNA sequence determine the cleavage site apart from the conventional complimentary region-based target cleavage. Therefore, it is quite possible that chickpea has a different cleavage site for miR166 (pair miR166:TC04758) compared with other plant species.

**Figure 6:**
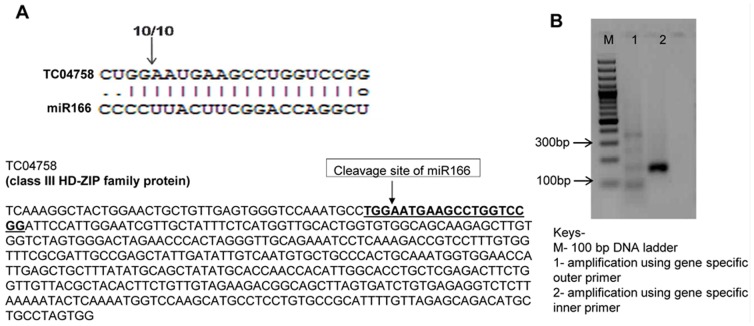
Mapping of target mRNA cleavage site of miR166 by modified 5′ RACE. The target of miR166 (TC04758) encodes a transcription factor belonging to class III of the HD-ZIP family protein. The arrow indicates the cleavage site, and the numbers above the arrow denote the frequencies of the sequenced clones.

### Analyses of GO terms and KEGG pathways

The GO terms of the target genes were annotated according to their biological processes, molecular functions or involvement as cellular components. The enzyme mapping of the annotated sequences was performed using direct GO for the enzyme mapping and the Kyoto Encyclopedia of Genes and Genomes (KEGG) for the definitions of the KEGG orthologs. The miRNA-targeted genes belonged to various biological processes, cellular components and molecular functions as depicted in Figure 7. The maximum numbers of target genes were involved in biological processes, including both metabolic and cellular processes. However, the target genes that were involved in binding were the most abundant (80%) within the molecular functions category.

**Figure 7:**
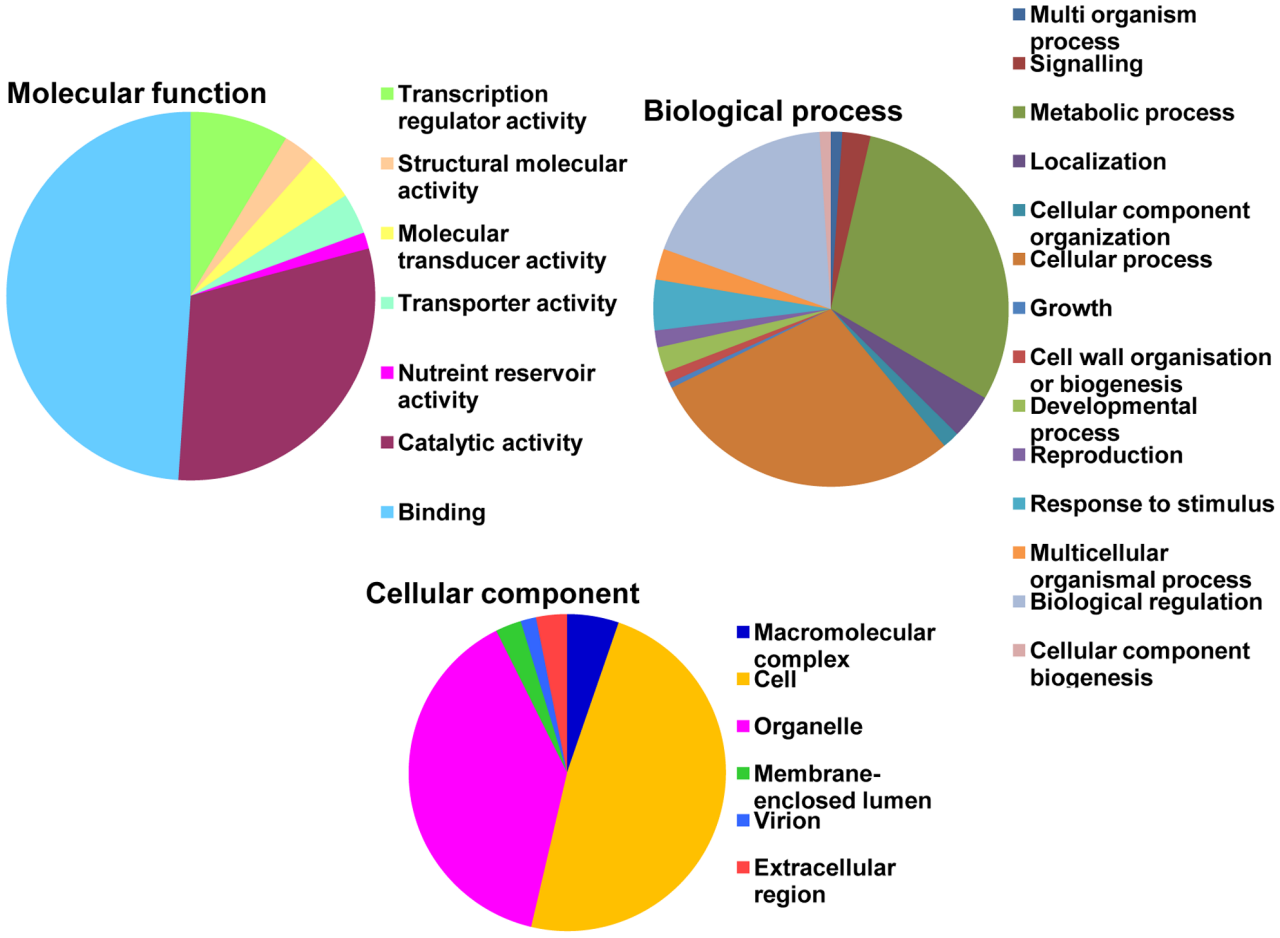
Gene ontology categories of predicted target transcripts for chickpea miRNAs. The miRNA-target genes were categorized according to the molecular function, biological process and cellular component sub-ontologies.

## Discussion

In this study, high-throughput deep sequencing was used to gain in-depth knowledge of gene regulation by miRNAs in the chickpea under biotic and abiotic stresses. Salt stress is one of the major constraints to increasing chickpea productivity. Soil salinity levels affect germination in plants. Under salt stress conditions, chickpea plants show high levels of anthocyanin pigmentation in their foliage and reduced growth rates [45]. Among the biotic stresses, Fusarium wilt is one of the major soil/seed-borne diseases severely affecting chickpea growth. Its causative agent is *Fusarium oxysporum* f.sp. *ciceris*, which is a fungal pathogen.

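A U at the 5′ end was found in 56 of the 79 distinct conserved sequences, or 70.9% (exact Clopper-Pearson 95% interval 59.6 to 80.6). Among the 51 distinct car-miRNA sequences it was found in 22, or 43.1% (29.3 to 57.8), followed by A and G with 11 sequences each and C with 7. Weighted by reads over the 3 libraries, sequences with a 5′-U made up 94.0% of the conserved and 60.1% of the car-miRNA reads. In the salt-stressed library the share of car-miRNA reads with a 5′-U was 22.3% (Wilson interval 21.3 to 23.3), because car-miRNA001, which begins with A, was the most frequent of them.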

Most of the miRNAs that were obtained in our library have a preference for the 5′-U as has been reported in other plants, which is in accordance with the defined structures of the mature miRNAs [1], [46]. 

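The 176 precursors of Tables S2 and S4 used here were between 62 and 220 nt long, with a median of 98.5 nt. The 118 conserved precursors ranged from 66 nt for miR2111_2 to 216 nt for miR319_1 and miR319_2, with a median of 106 nt, and the median of the 58 car-miRNA precursors was 94 nt.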

The lengths of the chickpea precursors ranged from 61 to 220 nt, which were similar to those of the soybean (55 to 239 nt) and peanut (75 to 343 nt) [30], [35]. The calculation of the minimum free energy (MFE) values further added credence to these predicted hairpin structures as putative miRNA precursors. 

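When the 118 conserved precursors of Table S2 were folded again, their minimum free energies ranged from -97.1 kcal/mol for miR159_1 to -26.1 kcal/mol for miR394_2, with a mean of -50.5 kcal/mol and a median of -46.9 kcal/mol.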

The chickpea precursors had minimum free energy values ranging from −97.2 to −26.03 Kcal/mol with an average of −50.1419 Kcal/mol, which was similar to the −50.01 Kcal/mol that was observed in *Arachis hypogaea* and the reported value of −59.5 Kcal/mol in *Arabidopsis thaliana* (Table S2) [30]. 

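Rises of at least 4-fold over the control library were found for 26 conserved and 4 car-miRNA sequences in the wilt-infected library and for 9 and 4 in the salt-stressed library. The largest log2 ratio of a conserved sequence was 5.08 for miR156_1 under wilt stress and 3.78 for miR319_1 under salt stress, and for the car-miRNAs it was 3.20 and 3.05, both for car-miRNA040. When the wilt-infected library was set directly against the salt-stressed library, 41 of the 70 conserved sequences read in all 3 libraries were higher in the former, with a median log2 ratio of 0.74, and the interval excluded 0 for 32 higher and 13 lower ones. For the car-miRNAs 14 of 33 were higher, with a median of -0.14.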

Greater increases in miRNA expression were observed following wilt stress compared with salt stress, suggesting the significant role of small RNAs in the response to pathogen attack. 

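The number of distinct conserved sequences with at least 1 read was 77 in the control library, 72 in the wilt-infected library and 77 in the salt-stressed library, of 79. With at least 10 reads they numbered 60, 55 and 52. At the depth of the smallest library, the expected numbers were 74.1, 71.8 and 77. Of the 51 car-miRNA sequences, 46 were read in the control library and 42 in each of the stress libraries. In total abundance the libraries differed more: conserved sequences reached 226732 RPM in the wilt-infected library (95% Wilson interval 226384 to 227081), 40961 RPM in the salt-stressed library (40789 to 41135) and 37424 RPM in the control library (37324 to 37524). Without miR156_3 the totals were 66811, 30172 and 20822 RPM.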

The total number of miRNAs was greater in the wilt stress library than in the salt stress library. Four legume-specific miRNAs were identified in the chickpea libraries, including miR2111, miR2118, miR5232 and miR5213, which were previously reported in Medicago. The sequence conservation among the different legumes and the precursor sequence similarity of these four chickpea miRNAs further substantiate their accurate identification in this study. car-miR5232 cleaves only two transcripts encoding an ATPase E1-E2 type and an expressed protein of unknown function, in concordance with a similar study in Medicago, in which miR5232 targets were experimentally confirmed by degradome sequencing [25].

The significance of miRNA* in authenticating the presence of miRNA has previously been established. A comparison of chickpea miRNA* and mature miRNA data revealed that they vary in abundance in response to the different stress treatments, which has also been previously reported [47], [48]. 

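Reads of the miRNA* and of the mature sequence were compared between libraries for the 57 pairs with at least 10 miRNA* reads in all, by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the pairs. The ratio of miRNA* to mature reads differed from that in the control library at an adjusted p below 0.05 for 23 pairs in the wilt-infected library, of which 10 were higher and 13 lower, and for 24 pairs in the salt-stressed library, of which 11 were higher and 13 lower. These tests compare reads of single libraries and do not test the treatments. Several pairs share a mature or miRNA* sequence, and some are the same sequences with their roles exchanged. The pairs are thus not independent, and the same reads can count as higher and as lower. The mature sequence of miR319_1, for example, is the miRNA* of miR319_6, and their log2 changes under wilt stress were -6.96 and 6.98. With at least 50 miRNA* reads, 15 of 30 pairs differed under wilt stress. For miR5213_3 the 775 miRNA* reads beside 19809 mature reads became 446 beside 2167 under wilt stress, a log2 change of the ratio of 2.40 (adjusted exact p = 1.2e-125), and 96 beside 2373 under salt stress, a change of 0.05 (adjusted exact p = 0.841). For miR168_1 it rose by 1.75 under wilt and 1.46 under salt stress (adjusted exact p = 1.4e-15 and 2.0e-06).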

Our target search analysis indicated that miRNA* act upon different transcripts than do their parental miRNAs (data not shown), which has been observed in plants, animals and humans [25], [49], [50]. For example, miR393 and its miRNA* counterpart regulated the expression of genes belonging to entirely different protein families; i.e., TIR1 and SNARE, respectively [51], [52].

### Expression patterns during biotic stress

This study is the first attempt to identify miRNAs that are associated with fungal attack in the chickpea. Alterations in the expression of genes that are involved in defense during pathogen attack have been previously reported. These genes are regulated by small RNAs. miR393 was the first miRNA whose role in pathogen attack was demonstrated [51]. Eleven conserved and five novel miRNAs were analyzed in the chickpea under wilt and salt stress. Interestingly, miR530 was significantly upregulated during wilt stress. This observation suggests that its target genes are expressed at lower levels, which included the zinc knuckle proteins and microtubule-associated proteins. Zinc knuckle proteins are involved in the regulation of morning-specific growth in Arabidopsis [53]. The target of miR530 varies in different plants under different conditions and tissues. In *Populus trichocarpa*, this miRNA targets zinc knuckle (CCHC type) family proteins along with a homeobox TF [54], whereas in soybean, it targets genes that encode the CONSTANS interacting protein and nuclear transcription factor Y [55]. In *Eugenia uniflora*, miR530 targets wall-associated receptor kinase-like 14, S-acyltransferase tip-1 and a protein of unknown function in rice [56], [57]. In a recent study in maize plants that were resistant to the fungus *Exserohilum turcicum*, miR530 was identified as a novel miRNA and was predicted to target genes that are involved in kinase activities in addition to DNA-binding TFs [58]. Based on the significant upregulation of miR530 in response to Fusarium infection and its unique target genes in the chickpea, it appears to be involved in the response to pathogen attack.

The three legume-specific miRNAs (miR2111, miR2118 and miR5213) play critical roles during pathogen attack. In the chickpea, miR2111 targets a Kelch repeat-containing F-box protein. F-box proteins are responsible for the controlled ubiquitin-dependent degradation of cellular regulatory proteins and are involved in defense responses, auxin responses and floral organ development [59], [60], [61]. Targets of F-box proteins are central regulators of key cellular events and include G1 cyclins and inhibitors of cyclin-dependent kinases [62]. It appears that miR2111 and F-box proteins act together to regulate the defense response in chickpea following biotic stress. Other than F-box proteins, miR2111 also targets TIR domain-containing NBS-LRR disease resistance proteins. miR2118 and miR5213 also target the same class of R genes. TIR, which is an F-box protein, is a receptor for the plant hormone auxin [63], [64], [65], [51], and LRR consists of tandem Kelch repeats [66]. Interestingly, the chickpea miR2118 was upregulated in response to wilt infection and down regulated following salt stress. miR2118 has also been shown to be suppressed after Verticillium fungal attack in cotton [67]. Fusarium wilt leads to symptoms that are similar to those of Verticillium wilt, whose common host plant is cotton. miR2118 functions through three novel target transcripts encoding TIR-NBS-LRR disease resistance proteins, but its functional regulation remains unclear. In the soybean, miR2118 targets the protein family that is associated with disease resistance in addition to zinc finger proteins [55] and replication termination factor 2 in response to biotic (Asian soybean rust) and abiotic (water deficiency) stresses [35].

Other miRNAs also target disease resistance genes. For example, novel car-miRNA023 target proteins are involved in disease resistance. The highly conserved miRNA171 family targets more than 20 genes that are involved in different processes and pathways in the chickpea. One particular member, miR171_7, targets a disease resistance-responsive dirigent-like protein (DIR). The conspicuous involvement of disease resistance genes in the response to pathogen attack has been previously established. ESTs encoding dirigent proteins were identified in the SSH library of a chickpea that was infected with Fusarium wilt [68]. Dirigent proteins impart disease resistance through their involvement in lignification during biotic stress. Similar studies have been reported involving *Gossypium barbadense* that was infected with Verticillium fungus, in which two DIR genes were isolated from the SSH library [69].

Many of the genes that are targeted by miRNAs are involved in disease resistance and growth-related processes. Therefore, it can be surmised that these miRNAs are involved in the regulation of plant development and pathogen growth by acting both as positive and negative regulators, depending on their target genes.

### Expression patterns during abiotic stress

Our library allowed for the identification of a large number of conserved salt-responsive miRNAs, including miR390, miR172, miR171, miR169, miR408, miR159, miR396, miR2111, miR5213, miR397, miR393, miR162, miR168, miR166, miR167, miR156, miR530, miR399, miR160, miR319, miR164, miR398, miR2118 and miR394. 

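Summed over the distinct sequences of a family and set against the control library, 10 of the conserved families were higher in the salt-stressed library beyond counting error: miR159 (log2 ratio 2.04), miR160 (0.65), miR166, miR171 (0.37), miR172 (0.27), miR319 (2.70), miR390 (1.13), miR394 (1.43), miR408 and miR2118. Another 8 were lower: miR156, miR167, miR168, miR396, miR399 (-0.73), miR2111, miR5213 and miR5232. For miR162, miR164 (-0.03), miR169 (-0.15), miR393 (0.79), miR397, miR398 (-0.12) and miR530 (0.15) the interval included 0. The ratios of miR393, miR397, miR398, miR408 and miR530 rest on fewer than 10 reads in each of the libraries compared. Of the families past counting error, miR156 and miR396 turned positive with TMM factors (0.10 and 0.08), miR5232 did so as well, and miR171, miR172 and miR2118 turned negative with the median of ratios (-0.21, -0.31 and -0.26). Among those whose interval included 0, miR164, miR169 and miR398 turned positive with TMM factors and miR162 and miR530 negative with the median of ratios.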

Among these miRNAs, miR156, miR396 and miR319 were upregulated in response to salt stress, which was confirmed using qRT-PCR. Our results agreed with a previous study involving Arabidopsis, in which 10 salt-responsive miRNAs (miR156, miR165, miR319, miR393, miR396, miR167, miR168, miR171, miR152 and miR394) were reported to be involved in the high salinity stress response [70]. In the chickpea, the transcript levels of miR156 family members were elevated in response to salt stress compared with those of miR166 and others as has been reported in previous studies. Some of the miRNAs that are regulated under salt stress in other plant systems were not found in our library. This phenomenon may be due to different stages or stress conditions; i.e., particular treatment methods or species-specific responses.

Previous studies have demonstrated that miR169 family members are associated with high salt stress [71]. From our target prediction analysis, miR169-targeted genes belong to the nuclear TF family, which contains a CCAAT-binding complex. This CCAAT-binding complex is a eukaryotic promoter element that is evolutionary conserved [72]. Recent studies have demonstrated that these proteins play significant roles in abiotic stress-response pathways [39], [73]. The genes that are targeted by miR169 function in transcriptional regulation, suggesting their significant involvement in the salt stress response.

In this study, the salt-responsive miRNA miR390 explicitly targeted protein kinases and the CZF1 TF. The CZF TF is associated with intracellular signal transduction, is involved in the negative regulation of programmed cell death and responds to fungal attack via plant defense mechanisms. CZF1 contains a zinc finger with a CCCH-type domain and has been reported in *Arabidopsis thaliana* to be salt-inducible. A parallel study in upland cotton reported that the LZF TF acted in response to salt stress [74], and its network of protein-protein interactions was deduced. The chickpea miR396 exhibited higher expression levels under salt stress and was also reported to be salt-responsive in rice. Additionally, transgenic lines over expressing osa-mir396c showed reduced tolerances to salt and alkali stresses compared with wild type plants [75].

In our analysis of the miRNA expression data under both biotic and abiotic stresses, few were upregulated under both types of stresses. miR396 and a member of the miR156 family were upregulated in response to both the wilt and salt stresses at levels of approximately 1.5-fold, indicating the relative similarity between fungal infection- and salinity stress-responses in the chickpea, which was stated in a previous report, in which the chickpea responded to fungal infection (*Ascochyta blight*) more similarly to high salinity stress than to drought or cold stresses [76]. Additionally, cross talk exists between the stress-signaling pathways that involve several kinases and TFs that are important targeting candidates for several miRNAs under wilt and salt stresses [77], [78]. Our data indicate that miR172, miR319, miR171, miR390 and miR396 have serine/threonine protein kinases and MAPK protein kinases as their target genes, which involve signaling pathways. It can be presumed that together, these miRNAs might mediate defense mechanisms under stress conditions via transcriptional regulators. miRNAs also target genes that are directly or indirectly involved in the defense against various stresses. For example, car-miR08 targets a chalcone synthase gene, which is an intermediate in flavonoid biosynthesis. Flavonoids are secondary metabolites that serve variable functions, including those involving pigmentation, UV protection and antifungal defense. Therefore, it can be conferred that these miRNAs come into play during stress management in plants by targeting the genes that are involved either directly or indirectly.

The explicit role of miRNAs in regulating defense mechanisms by the complementary binding of target genes is evident through exhaustive literature reviews. This study will aid in the elucidation of the stress response mechanisms that are utilized by the chickpea. Further, there is limited available knowledge describing comprehensive studies of miRNA expression in the chickpea in response to particular stresses.

## Materials and Methods

### Plant materials and stress treatments

The chickpea cultivar ICC4958 was used throughout the study. ICC4958 is a Fusarium wilt-resistant and salt-sensitive chickpea cultivar [79], [45]. The plants of the ICC4958 cultivar were grown on a 16-h day/8-h night photoperiod cycle at 25±2°C. Fourteen-day-old seedlings were subjected to the wilt and salt stresses separately. The stress treatments were performed as follows: for wilt stress, two-week-old plants that were grown under hydroponic conditions were exposed to a toxin that was isolated from the fungus *Fusarium oxysporum* f.sp. *ciceris* for one day. For salt stress, the roots of two-week-old seedlings were immersed in a 150 mM NaCl solution for 12 h. All of the tissues (control, wilt-stressed and salt-stressed) were harvested at their respective time points, snap-frozen in liquid nitrogen and maintained at −80°C for further analyses.

### Small RNA library preparation and sequencing

Total RNA was isolated using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's protocol. For the construction of the small RNA library, low molecular weight (LMW) RNA was enriched by the LiCl method. Equal amounts of RNA were pooled from the root and shoot tissues for each group to generate a LMW RNA library. The RNA was run on a 15% polyacrylamide gel, and the 20 to 30 nt small RNA fraction was extracted and eluted. A preadenylated adaptor was ligated to the 5′ end of the small RNAs with T4 ligase. The ligation product was eluted, and subsequently, 3′ end adaptor ligation was performed [80] followed by RT-PCR. The PCR products were checked for quality and quantified using a Bioanalyzer (Agilent, Germany). The samples were then sequenced using the Illumina Genome Analyzer IIx (Illumina Inc., USA).

### Computational sequence analysis for identification of miRNAs

The total reads were trimmed and filtered using the UEA small RNA workbench 2.4- Plant version sequence file pre-processing tool (http://srna-tools.cmp.uea.ac.uk/) [81]. The unique tags were generated following a series of processing steps, which included adaptor trimming (using the adaptor removal tool), the elimination of low-quality sequences and the removal of contaminated and other non-coding RNAs, including tRNAs, rRNAs, etc. The UEA sRNA toolkit-Plant version filter pipeline (http://srna-tools.cmp.uea.ac.uk/) was used to exclude the low-complexity and low-quality sequences and eliminate the t/r RNA population by mapping them to plant t/r RNAs from the "Rfam" database, Arabidopsis tRNAs from “The Genomic tRNA Database” and plant t/rRNA sequences from the “EMBL” release 95. Then, the miRCat pipeline (miRNA categorization) was used to predict novel miRNAs and their precursors using default parameters [82]. The secondary structures of the small RNA sequences were folded using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) to predict potential miRNA precursors. The small RNA sequences that had characteristic hairpin structures, together with additional minimal folding free-energy indices (MFEI) [83], [84], were considered to be candidate miRNAs by miRCat. The small RNA sequences that matched the following criteria were considered to be valid miRNA precursors: i) no more than 3 consecutive mismatches between the miRNA and miRNA*; ii) at least 17 of the 25 nt surrounding the miRNA must be involved in base pairing; iii) the hairpin must be at least 75 nt in length; and iv) at least 50% of the bases in the hairpin should be paired. The folding structures of the precursors of the new miRNA with the miRNA* were carried out using the UEA sRNA toolkit-RNA hairpin folding and annotation tool, which uses the Vienna Package to obtain the secondary structure of a precursor sequence, highlighting the miRNA/miRNA* sequences on the hairpin structure [85]. The data discussed in this publication has been deposited in Gene Expression Omnibus [86] repository under the accession number GSE57857 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57857).

### miRNA validation by poly(A) tail assay-based quantitative real-time PCR (qRT-PCR)

The predicted chickpea miRNAs were validated by performing poly(A)-tailed RT-PCR on sixteen miRNAs, including eleven conserved and five novel miRNAs. The total RNAs from the treated and control samples were extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. A 1-µg aliquot of this RNA was used for the poly(A) tailing using the Poly(A) Tailing Kit (Ambion, USA) according to the manufacturer's instructions and then purified using the RNeasyMinElute Cleanup Kit (QIAGENGmBH, Germany). The poly(A) RNA (2 µg) was then reverse-transcribed into cDNA that was primed by a standard poly(T) anchor adaptor using an RTQ primer. For the RT-PCR reaction, the conditions were as follows: 65°C for 10 min, 4°C for 2 min, 50°C for 60 min and 70°C for 15 min. Three biological replicates per sample were used for the analyses.

The poly(T) cDNA was diluted 10-fold and used to perform qRT-PCR using KAPA FAST SYBR Green chemistry (Kapa Biosystems, USA). For the qRT-PCR, the sequences of the specific miRNAs that were validated served as the forward primer and RTQ uni-primer, having an adaptor sequence as the reverse primer (Table S7). The 5S rRNA was used as the reference gene for all of the reactions. Three biological replicates were used per sample in addition to three technical replicates along with a no-template control and no-RT enzyme control. The data were analyzed using the 2[-Delta DeltaC(T)] method [87] and reported as the means ± standard errors (SE) of three biological replicates.

### Prediction and validation of chickpea miRNA target genes

The chickpea transcript dataset, which was downloaded from the chickpea transcriptome database (CTDB), was used to determine the potential target mRNA candidates for the miRNAs using the psRNATarget program with default parameters (http://plantgrn.noble.org/psRNATarget/). To reduce the false-positive prediction rate, the cut-off threshold was set at 0 to 3.0 points. Thus, all of the sequences with ≤3.0 points were considered to be miRNA targets. The functional annotations of the predicted target transcripts were performed using the NCBI nucleic acid and protein databases. Based on the predicted data, miRNA166 was validated using modified 5′ RACE. For this validation, the FirstChoice RLM-RACE Kit (Ambion, USA) was used with minor modifications, and the cDNA amplification was carried out using 1 µg of total RNA. A single PCR fragment was cloned into the pGEM-T Easy Vector (Promega, USA) and sequenced to identify the 5′end of the target gene.

### Analyses of GO terms and KEGG pathways

The GO terms of the target genes were annotated according to their biological processes, molecular functions or involvement as cellular components using Blast2GO [88]. The enzyme mapping of the annotated sequences was performed directly using the GO terms, and the Kyoto Encyclopedia of Genes and Genomes (KEGG) was used to define the KEGG orthologs.

## Supporting Information

Figure S1 **Elimination summary of the reads.**
(TIF) Click here for additional data file.

Table S1 **Conserved miRNAs that were identified in the three libraries with their detailed information.**
(XLSX) Click here for additional data file.

Table S2 **Precursor sequences of conserved miRNAs with their predicted secondary structures.**
(XLSX) Click here for additional data file.

Table S3 **Detailed information regarding novel chickpea miRNAs.**
(XLSX) Click here for additional data file.

Table S4 **Precursor sequences of novel miRNAs with their predicted secondary structures.**
(XLSX) Click here for additional data file.

Table S5 **List of the target genes that were identified for all of the conserved miRNAs.**
(XLSX) Click here for additional data file.

Table S6 **List of the target genes that were identified for all of the novel miRNAs.**
(XLSX) Click here for additional data file.

Table S7 **List of the primer sequences that were used in this study.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

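Small RNA reads of 1 control, 1 wilt-infected and 1 salt-stressed library of chickpea seedlings were used, as the authors deposited them. The deposited counts are the number of reads of each unique tag: the authors trimmed the adaptor, kept 16 to 30 nt, removed sequences of low quality or low complexity and matches to plant t/rRNA with the UEA small RNA workbench, and collapsed identical reads, without normalization. The sample titles match the 3 libraries of the paper.

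From these counts, RPM values were computed as reads divided by all deposited reads of the library, and log2 ratios as the RPM of a stress library over that of the control library. Listed mature and miRNA* sequences were matched exactly over their whole length, and each distinct sequence entered a single time. The direction of a sequence was taken where it had at least 1 read in both libraries. Intervals of log2 ratios are 95% exact conditional binomial (Clopper-Pearson) intervals, intervals of shares of reads are Wilson intervals, and intervals of medians come from 1000 Poisson bootstrap draws. The median ratio of the conserved list was set against 10000 lists drawn from the 100 tags of 20 to 22 nt nearest in mean abundance to each member. Only the exact conserved sequences were left out of the tags to draw from. The ratios of miRNA* to mature reads were compared by Fisher's exact tests with Benjamini-Hochberg adjustment over pairs with at least 10 miRNA* reads. Precursors of Tables S2 and S4 were folded with RNAfold 2.7.2, and tags were placed on them by exact matches. The tools were python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factors.

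The libraries hold 13940841, 5546371 and 5034576 reads for control, wilt and salt, so that 3 reads, taken as the floor, are 0.215, 0.541 and 0.596 RPM. The code for ratios was tested on 5000 simulated tags of which 200 were changed: 96.1% of the intervals held the simulated value, 94.5% of the changed tags were called in the right direction, and 3.98% of the 4800 unchanged tags were called. The simulated tags followed the more abundant tags and had counting noise only, so these rates do not hold for sequences with few reads.

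The miRNAs named with their values are the 16 of Figure 5, the members of miR2111, miR2118, miR5213 and miR5232, miR156_3 as the largest value of Table S1, and for each class and comparison the 5 sequences with the largest rise and the 5 with the largest fall among those with at least 10 reads over the 2 libraries and an interval that excludes 0. Beyond this rule, sequences are named as members of a family or a shared precursor, as the extremes of a list, as bars of Figure 2 or where they are 1 base apart. Others are named for a listed miRNA* or as rare sequences with an interval that excludes 0. The alternatives were other library totals (without miR156_3, TMM factors, the median of ratios, reads of 24 nt, totals of Table 1), other thresholds for a direction, a pseudocount of 1 read, counting each locus, other length windows and read minimums, and counting of length variants. No genome was used, so tags were not mapped and loci are those of the paper's tables. The qRT-PCR, RACE, target prediction and annotation results were not analysed here.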

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

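Each result in this part is a signal outside the sequences the paper lists, and the test on the distance of unlisted tags from listed sequences was chosen only after the result was seen.

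Many abundant tags that are neither a sequence of Tables S1 and S3 nor a single-base variant of one rose strongly. Length variants of listed sequences, and tags more than 1 base away, were not removed from them. With at least 200 RPM in the stress library and an interval above an 8-fold rise, 68 such tags were found in the wilt-infected library, with 55334 RPM in total against 1873 RPM in the control library, and 29 in the salt-stressed library, with 16600 RPM against 946 RPM. RNA of the pathogen is a possible source. In the paper's methods, however, plants received a toxin isolated from the fungus, and no inoculation is described, which speaks against it. If RNA of the pathogen were the source, most of the wilt tags should be missing from the other libraries. The number of the 68 tags without reads in both the control and the salt-stressed library was 0, and 67 of them were read in both. A single carried-over read is enough for a tag to count as present, so this test cannot exclude the pathogen by itself. Their total of 1873 RPM in the control library is far above single reads of 0.0717 RPM each. It goes against this explanation unless carry-over was large, which was not tested. Fragments of a few abundant RNAs may be the source: tags that overlap by at least 12 nt formed 23 groups of the 68 wilt tags and 14 groups of the 29 salt tags. Of the 68 wilt tags 16 had 20 to 22 nt, 3 had 24 nt and 19 were shorter than 20 nt. The tags were not mapped to a genome, so the RNAs they come from are not known, and with 1 library per condition a difference in RNA quality between the libraries cannot be told apart from the treatment.

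Other abundant tags lie close to a listed conserved sequence and are not listed themselves. Of the 6 such tags above 1000 RPM in the wilt-infected library, 4 differ by 1 base from miR156_3 and reached 7605, 1856, 1496 and 1117 RPM there. Another differs by 1 base from miR166_1 and reached 1305 RPM, which was 5.18%, 5.58% and 6.08% of the reads of miR166_1 in the control, wilt-infected and salt-stressed libraries. The last has 21 nt, differs by 2 bases from miR156_1 and reached 6722 RPM, with 12451, 37284 and 10470 reads in the control, wilt-infected and salt-stressed libraries. Read errors of the listed sequence do not account for this last tag, since it had more reads than miR156_1 in each library. In the test set for such tags, 1 of 1 that lay 2 or more bases away had more than 1% of the reads of the listed sequence in every library. That test adds little, because the choice of tags above 1000 RPM fixes its result in the wilt-infected library. An unlisted member of the family is a candidate explanation, which was not tested because the tags were not mapped. The 4 tags 1 base from miR156_3 had 0.775%, 0.224%, 0.0313% and 0.103% of its reads in the control library. In the wilt-infected library they had 4.44%, 1.08%, 0.873% and 0.652%, but a choice by abundance in that library favours such rises. Read errors remain possible for these 4 tags. The reason is that 87.5% of 48 other abundant tags also had more single-base variants in both stress libraries than in the control library. These 48 are neither listed nor single-base variants of listed sequences, but may include length variants of them. The share of the tag near miR166_1 changed little between the libraries, so this reason does not apply to it, and its source was not tested.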

How the results depend on the processing

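No test in this part was chosen after a result was seen, and the alternatives were set before the data were examined. No paired analysis was possible because each condition has 1 library. In all, 627 alternatives were run. Of those for the 79 ratios of named miRNAs, 409 kept the direction and the side of the interval, 32 reversed, 12 became stronger and 21 weaker; of those for the 34 summary results, 80 stayed within their limits and 73 moved. Where a value changed, the cause was not tested.

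With TMM factors, the number of lower conserved sequences was 7 under wilt and 22 under salt stress, and the median log2 ratio was 2.81 and 0.72. Of the car-miRNAs 25 were higher and 12 lower under wilt stress, and 24 higher and 15 lower under salt stress. Under wilt stress the reversed ratios were car-miRNA015 0.14, miR156_10 1.25, miR167_4 0.26, miR168_1 1.25, miR390_1 0.16 and miR5232_1 0.52, and under salt stress miR156_10 0.47, miR2118_2 0.019, miR319_6 0.28, miR5213_1 0.21 and miR5232_1 0.21.

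With reads of 24 nt as the library total, 7 conserved sequences were lower under wilt stress, the medians were 2.93 under wilt and 0.50 under salt stress, and 25 car-miRNAs were higher and 12 lower under wilt stress. Reversed under wilt stress were car-miRNA015 0.27, miR156_10 1.38, miR167_4 0.38, miR168_1 1.38, miR390_1 0.29 and miR5232_1 0.65, and under salt stress miR156_10 0.25 and miR319_6 0.063.

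With the median of ratios, 35 conserved sequences were lower and 7 car-miRNAs higher under wilt stress, and the medians were 0.31 under wilt and -0.40 under salt stress. As this total is set by conserved sequences themselves, its counts and medians for them are no independent check. Reversed under wilt stress were car-miRNA011 -0.55, car-miRNA051 -0.71, miR2118_2 -0.76, miR396_3 -0.40 and miR5213_1 -0.55, and under salt stress car-miRNA020 -0.028, miR156_1 -0.37, miR396_3 -0.53 and miR530_1 -0.43.

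With the library total without miR156_3, the median under wilt stress was 1.63, and miR156_10 (0.078) and miR168_1 (0.079) reversed there. This total shifts all ratios by 0.25 under wilt stress. With the totals of Table 1, miR396_3 reversed under salt stress (-0.021), and with a pseudocount of 1 read miR5213_1 did (0.054), while 23 of 51 car-miRNAs were higher under wilt and 22 of 49 under salt stress.

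With an absolute log2 ratio of at least 1, 13 conserved sequences were lower and 7 car-miRNAs higher under wilt stress, and 24 conserved sequences were higher, 12 lower and 7 car-miRNAs lower under salt stress. With intervals that exclude 0, 8 car-miRNAs were higher and 13 lower under wilt stress, and 17 conserved sequences were lower, 7 car-miRNAs higher and 8 lower under salt stress. Counting each locus gave 78 higher and 31 lower conserved loci under wilt stress and 57 lower under salt stress, and ratios of median abundance of 5.32, 23.7 and 11.2 in the control, wilt-infected and salt-stressed libraries.

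For the same order of libraries, tags with at least 2 reads gave 65.8%, 12.5% and 46.6% of reads of 24 nt, 3.85%, 34.5% and 5.34% of 20 nt, and 76.8%, 43.5% and 67.4% of unique tags of 24 nt. Tags of 18 to 26 nt gave 66.6%, 25.4% and 54.9%, 3.56%, 28.6% and 4.48%, and 67.5%, 50.3% and 62.2%. Without miR156_3 the reads of 24 nt were 65.7%, 26.7% and 52.2%, those of 20 nt 1.79%, 9.39% and 3.13%, and the conserved sequences had 20822, 66811 and 30172 RPM. Tags that share the first 18 nt of a conserved sequence raised these totals to 39667, 243515 and 44795 RPM, and reads of 20 to 22 nt as the library total to 189791, 497915 and 165127 RPM. Weighted by reads, a 5′-U was found in 94.0% of conserved and 60.1% of car-miRNA reads. With at least 10 reads, 21 miRNA* of car-miRNAs were found, and with at least 50 miRNA* reads, 15 of 30 pairs differed under wilt stress.

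The depth limits the rarer sequences: at 5034576 reads a sequence below 0.596 RPM has fewer than 3 reads, and of the 23 car-miRNA sequences below 1 RPM in the salt-stressed library only car-miRNA016, car-miRNA043 and car-miRNA055 have an interval under salt stress that excludes 0, so the direction of the others is open.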

Differences from the paper's values

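No test in this part was chosen after a result was seen, since no cause was tested. The 21 values that differ are log2 ratios of Figure 2, read by eye from its bars; log2 ratios were taken to differ where the signs differed or the gap was larger than both the reading error of 0.2 and the counting error, and other values where the larger was more than 1.5 times the smaller. Only bars that looked different from the ratios computed here were written down, so their number is not a rate over all bars.

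In Figure 2 the paper's value for miR5213_3 is about 1.8 under wilt and about 1.6 under salt stress, against -1.86 and -1.59 here. For miR166_1 the paper shows about -2.7 and about -1.7, against 2.68 and 1.67 here. For miR164_2 under wilt stress it shows about -1.5 against 1.51. Under salt stress the paper shows about -7.4 for miR159_1 against 1.97, about -1.5 for miR393_3 against 1.47, and about -3.2 for miR167_1 against -1.40. The ratio of miR393_3 rests on 1 read in each library (interval -4.83 to 7.76), so it differs by sign only and is within the counting error. For miR172_10 under salt stress the paper shows about -3.2 against -0.12, which rests on 1 and 3 reads (interval -5.83 to 3.52) and is within the counting error.

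Among the car-miRNAs of Figure 2 the paper shows about -2.6 under wilt and about -1.0 under salt stress for car-miRNA023, against 2.61 and 0.98 here. For car-miRNA033 and car-miRNA034 it shows about 1.9 and about 0.75, against -1.89 and -0.75, and for car-miRNA046 about 1.7 and about 0.95, against -1.67 and -0.95. Under wilt stress the paper shows about 1.1 for car-miRNA049 against -1.13 and about 1.1 for car-miRNA038 against -1.16. Under salt stress it shows about 0.1 for car-miRNA013 and car-miRNA014 against -0.085, and about 0.92 for car-miRNA052 against -0.94.

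Of the alternatives set before the data were examined, the median of ratios brought miR167_1 under salt stress to -1.98, which is within the rule for no difference. TMM factors brought car-miRNA013 and car-miRNA014 under salt stress to 0.46, car-miRNA049 under wilt stress to 0.29 and car-miRNA038 under wilt stress to 0.26, and reads of 24 nt as the library total brought them to 0.24, 0.42 and 0.39. For the other 16 values none of the alternatives did so. Totals without miR156_3, totals of Table 1 and a pseudocount of 1 read did so for 0 of the 21. Of the bars written down, 20 had the sign opposite to that here, most of them at nearly the same size. A ratio with its direction reversed was not among the alternatives.

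Other statements of the paper differ from the values here without passing that rule, or concern a direction or a ranking. The paper gives a larger number of miRNAs for the wilt than for the salt library, whereas 72 conserved sequences were read in the wilt-infected and 77 in the salt-stressed library; with at least 10 reads they numbered 55 and 52, the car-miRNAs numbered 42 in both, and the reads of conserved sequences were more in the wilt-infected library, with 226732 against 40961 RPM, so the ranking depends on the measure. It names miR5213 among the families without a miRNA*, whereas Table S1 lists a miRNA* for miR5213_3 that was read 775, 446 and 96 times in the control, wilt-infected and salt-stressed libraries, and lists none for miR398. It reports a miRNA* for each car-miRNA, whereas 12 of the 49 sequences listed first in Table S3 were not read in any library. When tags that start within 1 nt and end within 2 nt were counted, 42 of the 49 were read. Other miRNA* sequences, such as those that Table 3 gives for car-miRNA032 and car-miRNA039, were not counted. The sequence that Table 3 gives for car-miRNA034 is the one listed first for car-miRNA032 and is among the 12. The paper gives the free energies of conserved precursors as those of the car-miRNA precursors, whereas the latter ranged from -135.5 to -20.9 kcal/mol. It gives fewer members than the 13 loci of miR171, 11 of miR169, 10 of miR172 and 8 of miR319 in Table S1. It states that miR2118 fell under salt stress, whereas miR2118_1 had a log2 ratio of 2.08 there and miR2118_2 one of -0.52 (0.019 with TMM factors). It states that members of miR156 were raised under salt stress compared with miR166, whereas the families had log2 ratios of -0.44 (0.10 with TMM factors) and 1.46. Among the members of miR156, miR156_9 (1.98) and miR156_1 (0.21) rose past counting error, and miR156_3 (-0.61), miR156_8 (-0.68) and miR156_10 (-0.07) fell. Sequences miR156_9 and miR156_8 differ by 1 base from the far more abundant miR156_10 and miR156_3. Their control reads (26 and 138) were fewer than those of the most frequent unlisted variant (1003 and 1831), so read errors remain possible for them. The paper states a higher level of miR396 under salt stress, whereas the family had a log2 ratio of -0.46 (0.08 with TMM factors). Most control reads of the family were those of miR396_3 and miR396_4 (3220 and 6556 of 10443). Its members differed: miR396_1 rose (1.05, interval 0.87 to 1.23) and miR396_4 fell (-1.15, interval -1.24 to -1.06). The intervals of its other members included 0. The paper gives qRT-PCR in biological replicates for the rise of miR396, and it measured members of miR156 and miR2118 in this way too. Those measurements were not analysed here.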

Other observations

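The tests on the share of 24 nt reads, on the random lists, on the positions of variants, on 24 nt tags of precursors and on the adaptor were chosen only after the result was seen.

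Reads of 24 nt were a smaller share of the wilt-infected than of the control library. Leaving out miR156_3 gave 26.7% against 65.7%, and among reads of 20 to 24 nt alone the shares were 30.3% and 70.0%, so neither the most abundant sequence nor reads outside these lengths account for the difference. With 1 library per condition the difference cannot be told apart from one between single libraries that has nothing to do with the treatment.

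A larger share of 20 to 22 nt reads in the wilt-infected library may account for part of the rise of the conserved sequences as a list. Matched random lists of that length had a median log2 ratio of 0.53, against 1.39 for the conserved sequences, which lay at percentile 96.9 of the lists, and 309 of 10000 lists had a median as high. The lists could draw variants of the conserved sequences and car-miRNAs, so they are not a comparison with unrelated tags only. A rise beyond that of other tags of this length is thus neither shown nor excluded.

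Single-base variants of listed sequences were more frequent in the stress libraries. Over the 12 conserved sequences with at least 1000 reads in every library, the median of the variant reads was 8.91% of the reads of the sequence in the control library, 18.8% in the wilt-infected library and 21.3% in the salt-stressed library, and it was larger in both stress libraries for 12 of 12. A higher rate of read errors in the stress libraries may account for this, since 87.5% of 48 abundant unlisted tags behaved in the same way. Their medians were 7.75%, 18.3% and 18.4%. These tags are no single-base variants of listed sequences, but may include length variants of them. Variants at a few positions, as edited or related sequences would give, remain possible as well: 15 of the 20 positions of miR156_3 had more variants in both stress libraries, but positions 13, 14 and 20 carried 7.19 of the 8.65 percentage points of the rise in the wilt-infected library and 8.96 of 13.4 in the salt-stressed library, which was computed only after the values had been seen. Batches of sequencing could not be compared.

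Of 12 listed conserved sequences that differ by 1 base from a far more abundant one, 11 had no more reads in the control library than the most frequent unlisted variant of the same sequence, but 2 of these had no control reads at all and pass in any case. For the other 9, this leaves open whether their reads in the control library are read errors of the abundant sequence, as the most frequent variant need not be a read error itself. The stress libraries were not tested, and miR396_5 went from 1.53% of the reads of miR396_1 in the control library to 4.06% in the wilt-infected library. The exception among the 12 was miR172_3, which is T21G of miR172_4 with positions counted from 1 at the 5′ end, with 457 reads against 152.

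The median share of reads at the listed sequences was 37.2% on car-miRNA and 92.2% on conserved precursors, although on 10 of 56 car-miRNA precursors they were at least 75%. On the 24 precursors with at least 1000 reads the median was 8.67%, but a choice by all reads of a precursor favours those with few reads at the listed sequences, and some of the 24 share their reads, so whether depth accounts for it was not settled. The most frequent tag had 24 nt on 19 of 56 car-miRNA precursors. On 6 of the 19 this tag was the listed miRNA or miRNA* itself, and the other 13 had 7 distinct tags, so the count cannot tell whether 24 nt small RNAs from the same hairpins account for the pattern. Reads shared with other loci could not be tested without a genome.

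Tags that share at least 18 nt with the end of a 5′ adaptor were most frequent in the control library, with 2774 RPM against 345 and 813 RPM in the wilt-infected and salt-stressed libraries. Adaptor sequence left in the reads may be their source. Exact ends of it were 58.6% of these reads in the control, 56.7% in the wilt-infected and 87.1% in the salt-stressed library. The tags were chosen for sharing that end, so these shares cannot decide the source. No biological explanation was tested.

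For miRNAs whose qRT-PCR result is described in the paper's text, the libraries gave these values. The paper reports a rise of miR530 under wilt stress, and miR530_1 rose here by a log2 ratio of 4.37. The paper reports slight rises of miR156_1 and miR156_10 under both stresses; here miR156_1 had log2 ratios of 5.08 and 0.21 (the latter -0.37 with the median of ratios), and miR156_10 -0.17 and -0.07 (1.25 and 0.47 with TMM factors). The paper reports a rise of miR2118 under wilt stress, and miR2118_1 rose by 1.68. It reports rises of car-miRNA008, car-miRNA011 and car-miRNA015 under salt stress. Here car-miRNA008 had a log2 ratio of 1.07 (28 against 37 reads). The ratios of car-miRNA011 (-1.34, 1 against 7 reads) and car-miRNA015 (-0.60, 16 against 67 reads) were negative. Their intervals, -6.83 to 1.62 and -1.48 to 0.21, included 0, so a rise is not excluded. It reports that miR156, miR396 and miR319 rose under salt stress; of the members it measured, miR396_3 had a log2 ratio of 0.05 (-0.04 to 0.15; -0.53 with the median of ratios) and miR319_6 one of -0.26 (-1.02 to 0.44; 0.28 with TMM factors).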
